# Overexpression of *OsNAC14* Improves Drought Tolerance in Rice

**DOI:** 10.3389/fpls.2018.00310

**Published:** 2018-03-09

**Authors:** Jae Sung Shim, Nuri Oh, Pil Joong Chung, Youn Shic Kim, Yang Do Choi, Ju-Kon Kim

**Keywords:** NAC transcription factors, OsNAC14, transgenic rice, drought tolerance, RNA-sequencing, ChIP

## Abstract

Plants have evolved to have sophisticated adaptation mechanisms to cope with drought stress by reprograming transcriptional networks through drought responsive transcription factors. NAM, ATAF1-2, and CUC2 (NAC) transcription factors are known to be associated with various developmental processes and stress tolerance. In this study, we functionally characterized the rice drought responsive transcription factor *OsNAC14*. *OsNAC14* was predominantly expressed at meiosis stage but is induced by drought, high salinity, ABA, and low temperature in leaves. Overexpression of *OsNAC14* resulted in drought tolerance at the vegetative stage of growth. Field drought tests demonstrated that *OsNAC14* overexpressing transgenic rice lines exhibited higher number of panicle and filling rate compared to non-transgenic plants under drought conditions. RNA-sequencing analysis revealed that *OsNAC14* overexpression elevated the expression of genes for stress response, DNA damage repair, defense related, and strigolactone biosynthesis. In addition, chromatin immunoprecipitation analysis confirmed the direct interaction of OsNAC14 with the promoter of *OsRAD51A1*, a key component in homologous recombination in DNA repair system. Collectively, these results indicate that OsNAC14 mediates drought tolerance by recruiting factors involved in DNA damage repair and defense response resulting in improved tolerance to drought.

## Introduction

Drought is a major environmental stress adversely affecting crop yield worldwide. Recent climate change increases occurrence and severity of drought stress in field. Moreover, the need to utilize farmland with inadequate water supply has substantially increased, as a consequence of global warming and world population growth. Thus, improving crop performance under drought conditions is an important objective in agriculture to support world food requirements. To cope with drought stress, plants have been evolved to possess molecular mechanisms that coordinate expression of genes to protect them from water deficit stress and increase the chance of survival in arid regions (Yamaguchi-Shinozaki and Shinozaki, 2006; Zheng et al., 2009).

Transcriptional reprograming required for drought tolerance mechanism is largely regulated by drought induced-transcription factors (TFs) such as AP2/ERF, MYB, bZIP, and NAC families (Yamaguchi-Shinozaki and Shinozaki, 2006; Nakashima et al., 2007; Zheng et al., 2009; Jung et al., 2017). Several studies have shown that overexpression of drought induced transcription factors can enhance drought tolerance. For example, overexpression of drought induced *OsERF48, OsERF71, OsMYB2, OsbZIP12*, and *OsbZIP71* enhance drought tolerance in rice (Yang et al., 2012; Joo et al., 2014; Liu et al., 2014; Lee et al., 2016; Jung et al., 2017). Thus, identification and characterization of drought induced TFs is useful approach to understand molecular mechanisms underlying in drought tolerance and generate plants showing enhanced performance under drought condition (Jung et al., 2017; Lee D. K. et al., 2017).

NAC transcription factor family is one of the largest families of plant-specific transcription factors, named from first three reported members of the family, petunia NO APICAL MERISTEM (NAM), Arabidopsis ACTIVATION FACTOR (ATAF), and CUP-SHAPED COTYLEDON (CUC) (Souer et al., 1996; Aida et al., 1997). Genome-wide analysis has identified 117 NACs in Arabidopsis, 151 in rice, 79 in grape, 163 in poplar, 152 each in soybean, and tobacco (Ooka et al., 2003; Nuruzzaman et al., 2010, 2013). NAC proteins contain a highly conserved N-terminal DNA-binding domain that can form either a homodimer or a heterodimer and a highly variable C-terminal region (Ooka et al., 2003; Zheng et al., 2009). NACs were originally identified as key regulators of development through forward genetic screens (Souer et al., 1996; Takada et al., 2001). Recently, NACs have been reported to regulate wide range of abiotic stress responses in plants (Nuruzzaman et al., 2013). In Arabidopsis, *AtNAC72* (*RD26*), *AtNAC19*, and *AtNAC55* are required for drought tolerance (Fujita et al., 2004; Tran et al., 2004). Overexpression of *ATAF1* enhances drought tolerance through stomatal closure in Arabidopsis (Wu et al., 2009). In rice, the members in stress-induced NAC (SNAC) subgroup are reported as key regulators of drought tolerance in rice. Overexpression of *OsNAC5, OsNAC6, OsNAC9*, and *OsNAC10* confers drought tolerance via root structural adaptation and up-regulation of genes involved in stress responses, redox homeostasis, defense responses, and ABA biosynthesis (Nakashima et al., 2007; Jeong et al., 2010, 2013; Takasaki et al., 2010; Redillas et al., 2012; Lee D. K. et al., 2017).

Maintenance of genome stability is another important process in plants under abiotic stress for survival and faithful transmission of genetic information to next generation (Tuteja et al., 2001; Roy, 2014). Plants are subjected to high levels of DNA damage resulting from exposure to environmental stresses such as cold, high temperature, UV-C, and drought (Tuteja et al., 2001; Roldan-Arjona and Ariza, 2009; Roy, 2014). Reactive oxygen species (ROS) generation is one potential cause of DNA damage under drought conditions because drought induced DNA damage is alleviated by exogenous application of ROS scavenger (Tuteja et al., 2001; Wang and Zhang, 2001). Among various forms of DNA lesions generated by drought stress, double strand breaks (DSBs) in DNA are considered as one of the major form of DNA damage (Yao et al., 2013; Roy, 2014). DSBs are repaired by homologous recombination mediated by Radiation sensitive 51 (RAD51) and Mre11-RAD50-Nbs1 (MRN) complex (Shinohara et al., 1992; Symington, 2002). Function of RAD51 in homologous recombination is highly conserved in various organisms (Shinohara et al., 1992; Li et al., 2004, 2007; Khoo et al., 2008). Failure of DNA repair leads to deterioration of cell function and cell death (Tuteja et al., 2001). Thus, proper regulation of DNA repair is required for drought tolerance. However, the underlying molecular mechanisms are still elusive.

In this study, we investigated the molecular mechanism of *OsNAC14*-mediated drought tolerance responses. OsNAC14 belongs to ONACII subgroup of Group A NAC TFs. Transgenic rice overexpressing *OsNAC14* exhibited enhanced drought tolerance at the vegetative and the reproductive stages of growth. We also identified downstream target genes constituting the OsNAC14-mediated drought tolerance pathway which are involved in stress response, DNA repair, defense-related and strigolactone biosynthesis. OsNAC14 was found to regulate DNA repair pathway by directly regulating the homologous recombination component *OsRAD51A1*. These data suggest that OsNAC14 regulates *OsRAD51A1* which in turn enhances drought tolerance of plants.

## Materials and methods

### Plasmid construction and rice transformation

The coding region of *OsNAC14* (*Os01g0675800*) was amplified from rice (*Oryza sativa* cv. Nipponbare) total RNA using the Reverse Transcription System (Promega) and PrimeSTAR HS DNA polymerase (TAKARA). The amplified OsNAC14 coding sequence was cloned into rice transformation vector p700 carrying *PGD1* promoter for constitutive overexpression (Park et al., 2012). The final construct named *PGD1::OsNAC14* was transformed into rice (*Oryza sativa* cv. Nakdong) by Agrobacterium (LBA4404)-mediated co-cultivation, as described previously (Jang et al., 1999). Copy numbers *PGD1::OsNAC14* transgenic plants were determined by TaqMan Q-PCR (ThermoFisher) using probes specific for the bar gene. To analyze copy number of the transgenic rice plants, genomic DNA was extracted from 2-week-old rice seedlings. Genomic DNA extracted from transgenic plants previously confirmed as single inserted homozygous line was used as control. The single copy insertion lines self-fertilized and homozygous transgenic lines were selected from T_2_ generations on MS media containing phosphinothricin (Duchefa).

For CRISPR/Cas9-mediated *OsNAC14* mutagenesis, the CRISPR/Cas9 expression vector was constructed using a rice codon-optimized *Streptococcus pyogenes* Cas9 (rCRISPR/Cas9) and guide RNA (gRNA) targeting CDS region (700–722 bp) of OsNAC14 in pSB11 vector through restriction enzyme-mediated excision and ligation reactions. To generate rice codon-optimized Cas9, the original Cas9 sequence was changed to a sequence suitable for translation in rice. Then, rice codon-optimized Cas9 was chemically synthesized (Bioneer, Korea), and used for further constructions. Nuclear localization sequence (NLS) was fused to both N-terminus and C-terminus of rCRISPR/Cas9, and self-cleaving 2A peptide (P2A), and GFP were inserted between rCRISPR/Cas9 and C-terminal NLS sequence. For the gRNA cassettes in these vectors, the rice *U6* promoter and a custom designed gRNA (5′- AAGAGCTCTGGTGCAAGAAGGGG-3′) targeting CDS region (700–720 bp) of *OsNAC14* were introduced into pSB11 vector through following procedures. To minimize the possibility of off-target effects potentially caused by CRISPR/Cas9 mediated mutagenesis, we performed computational analysis to select unique and specific sequence which can be used for gRNA target site on *OsNAC14* coding sequence using CRISPRdirect software (https://crispr.dbcls.jp/). Rice *U6* promoter and 5′-region of gRNA was amplified by PCR reactions (F: 5′-CCCAAGCTTAAGGAATCTTTAAACATACGA-3′, R: 5′-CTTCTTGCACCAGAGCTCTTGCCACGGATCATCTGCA). 3′-region of gRNA was amplified with 20 base overlap with 5′region of gRNA by PCR reactions (F:5′-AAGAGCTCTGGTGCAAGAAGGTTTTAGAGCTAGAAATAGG-3′, R:5′- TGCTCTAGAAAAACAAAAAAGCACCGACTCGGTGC-3′). Two PCR products were mixed and used as template for crossover PCR using primers recognizing 5′-region of *U6* promoter and 3′-region of gRNA (F: 5′-CCCAAGCTTAAGGAATCTTTAAACATACGA-3′, R:5′- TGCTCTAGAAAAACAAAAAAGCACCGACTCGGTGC-3′). Final PCR products were digested with HindIII and XbaI, and inserted into pSB11 vector by ligation. The plasmid was introduced into rice (*Oryza sativa* cv. Dongjin) using Agrobacterium-mediated co-cultivation method. Primer sequences used in this study are listed in Table S2.

### Drought stress treatment and tolerance evaluation

Transgenic and NT (non-transgenic) (*Oryza sativa* cv. Nakdong) seeds were germinated on Murashige and Skoog (MS) medium (Duchefa Biochemie) with 3% sucrose in the dark for 3 days at 28°C, and transferred into light conditions for 1 day. Thirty Seedlings from each transgenic and NT plants were transplanted in soil pot (4 × 4 × 6 cm, three plants per pot) and grown for 5 weeks in the greenhouse (16 h-light/8 h-dark cycle) at 30°C. Drought stress was imposed by sequentially withholding water for 3 days and re-watering for 5 days. Drought-induced symptoms were visualized by imaging tested plants at indicated time point using an NEX-5N camera (Sony), and soil moisture was measured at indicated time point using a SM 150 soil moisture sensor (Delta T Devices).

Transient chlorophyll *a* fluorescence and the performance index were measured using a HANDY PEA fluorimeter (Hansatech Instruments), as described previously (Jung et al., 2017). Two-week-old plants were transplanted in soil pot (15 × 15 × 14 cm) and grown for 5 weeks. Chlorophyll fluorescence and the performance index were measured from longest leaves of each plant after 1 h of dark adaptation to ensure sufficient opening of the reaction center. Measurement was performed at apex, middle, and base regions of leaves using the Handy-pea fluorimeter (Hansatech Instrument). Thirty readings per line were averaged using the HANDY-PEA software (version 1.31). Fv/Fm value and the performance index were calculated according to the equations of the JIP test (Redillas et al., 2011).

### Evaluation of the agronomic traits of rice plants grown in the field

To Evaluate yield components of transgenic and non-transgenic (NT) plants under normal field conditions, three independent T4 homozygous lines of the *OsNAC14*^*OX*^ plants and NT plants were planted in the rice paddy field at Kyungpook National University, Gunwi (36°06′48.0″N,128°38038.0″E), Korea (RDA-A-2011-005, 2016). Yield parameters were scored from 30 plants collected from three different plots for normal field conditions. To evaluate yield components of the plants under drought field conditions, plants were grown in semi-field conditions under rain-off shelters before drought treatment. Intermittent drought stress was applied twice by withholding water during panicle development stage. Drought treatment was monitored by measuring soil water content using Soil Moisture Sensor (AT Delta-T Device). After two rounds of drought treatment, the plants were irrigated until harvesting. Yield components were scored from 18 plants for each line for drought field conditions. The results were compared between transgenic and NT plants using ANOVA (*p* < 0.05 level) with Fisher's least significant difference for multiple comparisons.

### RNA-sequencing analysis

Total RNA was extracted from rice leaves (2 weeks old, grown soil) using Trizol reagent (Invitrogen) and purified on-colum DNase treatment with RNeasy Mini Kit (Qiagen). The libraries were prepared using the TruSeq RNA sample Prep Kit (v2) (Macrogen). RNA-sequencing was repeated twice with samples from NT and *PGD1::OsNAC14* transgenic plants. Single-end sequences were obtained using IRGSP (v 1.0) and raw sequence reads were trimmed to remove adaptor sequences, and those with a quality lower than Q20 were removed using the Trimmomatic 0.32 software (Bolger et al., 2014). To map the reads to reference genome, all reads were assembled with annotated genes from the Rap-DB database [http://rapdb.dna.affrc.go.jp; IRGSP (v 1.0)] using TopHat software (https://ccb.jhu.edu/software/tophat/index.shtml). After mapping reads to a reference genome differentially expressed genes were analyzed and validated by more than two-fold change value and independent *T*-test (*p*-value < 0.05), then 554 transcripts were selected for further analysis. The data set can be found at from GEO database with series accession number GSE106150 for RNA-sequencing data (http://www.ncbi.nlm.nih.gov/geo/).

### Real-time PCR analysis

Total RNA was extracted from *OsNAC14*^*OX*^ transgenic (Line 11) and NT plants grown for 2 weeks in soil using Trizol reagent (Invitrogen) according to the manufacturer's instructions. To generate first-strand complementary DNA (cDNA), 1 μg of total RNA was reverse-transcribed using RevertAid M-MuLV Reverse Transcriptase (Thermo Scientific). Subsequent quantitative real time PCR (qRT-PCR) was performed with 2X Real-Time PCR smart mix (SRH72-M10h, SolGent) and EvaGreen (31000-B500, SolGent). The PCR reactions were performed by initial denaturation at 95°C for 15 min, followed by 40 cycles of 95°C for 20 s, 60°C for 20 s, and 72°C for 30 s, using Strategene Mx300p real-time PCR machine (Stratagene). *UBIQUITIN1* (Os06g0681400) was used as internal control for normalization. Three biological replicates were analyzed for quantitative experiments. The primer information used for qRT-PCR gene expression is listed in Table S2.

### Protoplast isolation and transient gene expression

Polyethylene Glycol (PEG)-mediated protoplast transformation system was used to transiently express *OsNAC14* and verify the correlation between *OsNAC14* and its target genes (Chen et al., 2006; Yoo et al., 2007; Zhang Y. et al., 2011). Rice seedlings (*Oryza sativa* cv. Ilmi) were grown in the dark for 10 d and transferred to the light conditions for 8~10 h. Leaf sheaths of 100 rice seedlings were cut into 0.5 mm pieces using a sharp blade on a glass. The pieces were transferred into 0.6 M mannitol solution and incubated for 30 min at room temperature in the dark conditions. After removal of mannitol solution, the pieces were soaked in enzyme solution [1.5% Cellulase R-10 (Yakult, Japan), 0.75% Macerozyme R-10 (Yakult, Japan), 0.5 M mannitol, 10 mM MES (pH 5.7), 0.1% BSA, 10 mM CaCl_2_, and 5 mM β-mercaptoethanol] for cell wall degradation. Vacuum infiltration was applied to the enzyme solution for 15 min using desiccator and the digestion was carried out in the dark at 28°C for 4 h with gentle shaking. The enzyme solution was filtered twice through 70 μm and 40 μm nylon meshes (Falcon, USA). The flow-through was centrifuged at 300 g and the protoplast pellet was resuspended in W5 solution [154 mM NaCl, 125 mM CaCl_2_, 5 mM KCl, 2 mM MES (pH 5.7)]. The protoplast concentration was measured under the microscope using a hemocytometer (Marienfeld) and adjusted to 7.0 × 10^7^ protoplasts/mL. Fifty microliters of protoplasts (2.5 × 10^6^ cells) was mixed with 15 μL of plasmids and 130 μL of PEG solution. The mixture was incubated for 15 min at 28°C in the dark. After incubation, 1 mL of W5 solution was added into mixture, and centrifuged at 300 g for 2 min to collect protoplasts. The protoplasts were resuspended in Incubation solution for 10 hr. Protoplasts were harvested by centrifugation at 300 g for 2 min and used for RNA extraction. Relative expression levels of genes in protoplasts were analyzed using qRT-PCR analysis. Detailed conditions for RNA extraction and qRT-PCR analysis are described in “Real-time PCR analysis” section.

### Subcellular localization of *OsNAC14*

The coding region of *OsNAC14* amplified from the cDNA was cloned into the pHBT vector carrying GFP-myc using the In-fusion system (Clonetech). The final construct (*35S::OsNAC14-GFP*) and the control vectors (*35S::GFP*) were transfected into protoplasts (*Oryza sativa* cv. Ilmi) using PEG-mediated protoplast transformation system. *35S::NF-YA7-GFP* was used as control for nuclear localization (Lee et al., 2015). GFP and mCherry signals were observed 12 h after transfection using SP8 STED confocal fluorescence microscope (Leica).

### Chromatin immunoprecipitation (ChIP) assay

ChIP assay was performed according to Bowler et al. (2004) with minor modifications (Bowler et al., 2004). The transfected protoplasts (5–7 × 10^7^ protoplasts/one tube) were cross-linked with 1% formaldehyde by vacuum infiltration for 15 min, and the cross-linking reaction was stopped by the addition of 2 M glycine to a final concentration of 125 mM. The protoplasts pellet was resuspended in 10 ml of pre-chilled extraction buffer 1 [0.4 M Sucrose, 10 mM Tris-HCl (pH 8.0), 5 mM β-mercaptoethanol, protease inhibitors] for 30 min in the ice with gentle agitation. After centrifugation for 20 min at 2,880 g at 4°C, the pellet was resuspended in extraction buffer 2 [0.25 M Sucrose, 10 mM Tris-HCl (pH 8.0), 10 mM MgCl_2_, 1% Triton X-100, 5 mM β-mercaptoethanol, protease inhibitors]. After subsequent centrifugation for 10 min at 12,000 g at 4°C, the pellet was resuspended in extraction buffer 3 [1.7 M Sucrose, 10 mM Tris-HCl (pH 8.0), 0.15% Triton X-100, 2 mM MgCl_2_, 5 mM β-mercaptoethanol, 0.1 mM PMSF, protease inhibitors] and loaded on the extraction buffer 3 (300 ul). After centrifugation for 60 min at 16,000 g at 4°C, the chromatin pellet was resuspended in nuclei lysis buffer [50 mM Tris-HCl (pH 8.0), 10 mM EDTA, protease inhibitors]. To shear DNA to ~100–200 bps DNA fragments, the chromatin solution was sonicated in ice using Bioruptor (Diagenode) for 20 min with 30 s ON and 30 s OFF cycle. The sonicated chromatin extract was centrifuged for 5 min at 12,000 g at 4°C, and the supernatant was diluted 10 times with ChIP dilution buffer [1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl (pH 8.0), 167 mM NaCl, protease inhibitors]. Diluted chromatin extract was incubated with anti-myc polyclonal antibody (sc789x, Santa Cruz) or without antibody overnight at 4°C, then, further incubated with protein A agarose beads with gentle agitation for 2 h. The beads were washed three times with low salt, high salt, LiCl, and TE wash buffers. The pellet was resuspended in elution buffer [1% SDS, 0.1 M NaHCO_3_] and incubated at 65°C for 15 min. The resultant eluted DNAs were purified using the QIAquick PCR purification kit (Qiagen). The purified DNA was used in quantitative real-time PCR reactions using Mx3000P Real-Time PCR system (Agilent Technologies). To determine the positions of NAC binding motif on *OsRAD51A1* and *Piz-t* promoter region, the promoters were analyzed using A Database of Plant Cis-acting Regulatory DNA Elements (https://sogo.dna.affrc.go.jp/cgi-bin/sogo.cgi?lang=en&pj=640&action=page&page=newplace). Five sets of primers were designed based on the positions of NAC binding motif on *OsRAD51A1* and *Piz-t* promoter for ChIP-PCR analysis. The relative enrichment was normalized against the 1% of total input DNA.

## Results

### OsNAC14 is a drought-inducible transcription factor

Phylogenetic analysis revealed that OsNAC14 belongs to the ONACII family of group A. Members of this group are separated from the well-characterized stress-associated NAC (SNAC) family in terms of its diversity in NAC domain structure (Figure S1A) (Nuruzzaman et al., 2010). In group A, 29 members are responsive to water deficit conditions in leaves (Chung et al., 2016) suggesting that ONACII genes, including *OsNAC14*, may be another component of the molecular pathway to regulate drought responses of plants.

To investigate the functions of *OsNAC14* in drought stress response, we shortlisted a number of genes from our previously reported microarray data on leaves of rice exposed to different stresses such as drought, high salinity, abscisic acid (ABA), and low temperature (Oh et al., 2009). From these, we found that *OsNAC14* was highly induced by drought and high-salinity treatments (Figure S1B). The drought-inducible expression pattern of *OsNAC14* was further confirmed from an independent RNA-sequencing experiment performed by Chung et al. (2016) (Figure S1C). Similarly, *OsNAC14* was up-regulated over a time course in response to drought stress (Figure S1C). *OsNAC*s belonging to SNAC subfamily (*OsNAC5, OsNAC6, OsNAC9*, and *OsNAC10*), previously reported as drought-inducible *OsNAC* transcription factors, were also up-regulated in response to drought stress (Figure S1C). Transcripts of *OsNAC9* and *OsNAC14* were increased later than that of *OsNAC5* and *OsNAC6* in response to drought stress (Figure S1C). The responses of *OsNAC14* transcription in stress conditions were further verified through quantitative real-time polymerase chain reaction (qRT-PCR) using total RNA from leaves and roots collected from 2-week-old rice seedlings (*Oryza sativa* L. cv. Ilmi) exposed to drought, high salt, abscisic acid (ABA), and low temperature (Figure 1A and Figure S2). *OsNAC14* expression was strongly induced within 2 h of exposure to drought, high salt, ABA, and low temperature stresses in leaves. The induction of *OsNAC14* expression in stress conditions were predominant in leaves (Figure 1A) than in root tissues (Figure S2).

**Figure 1:**
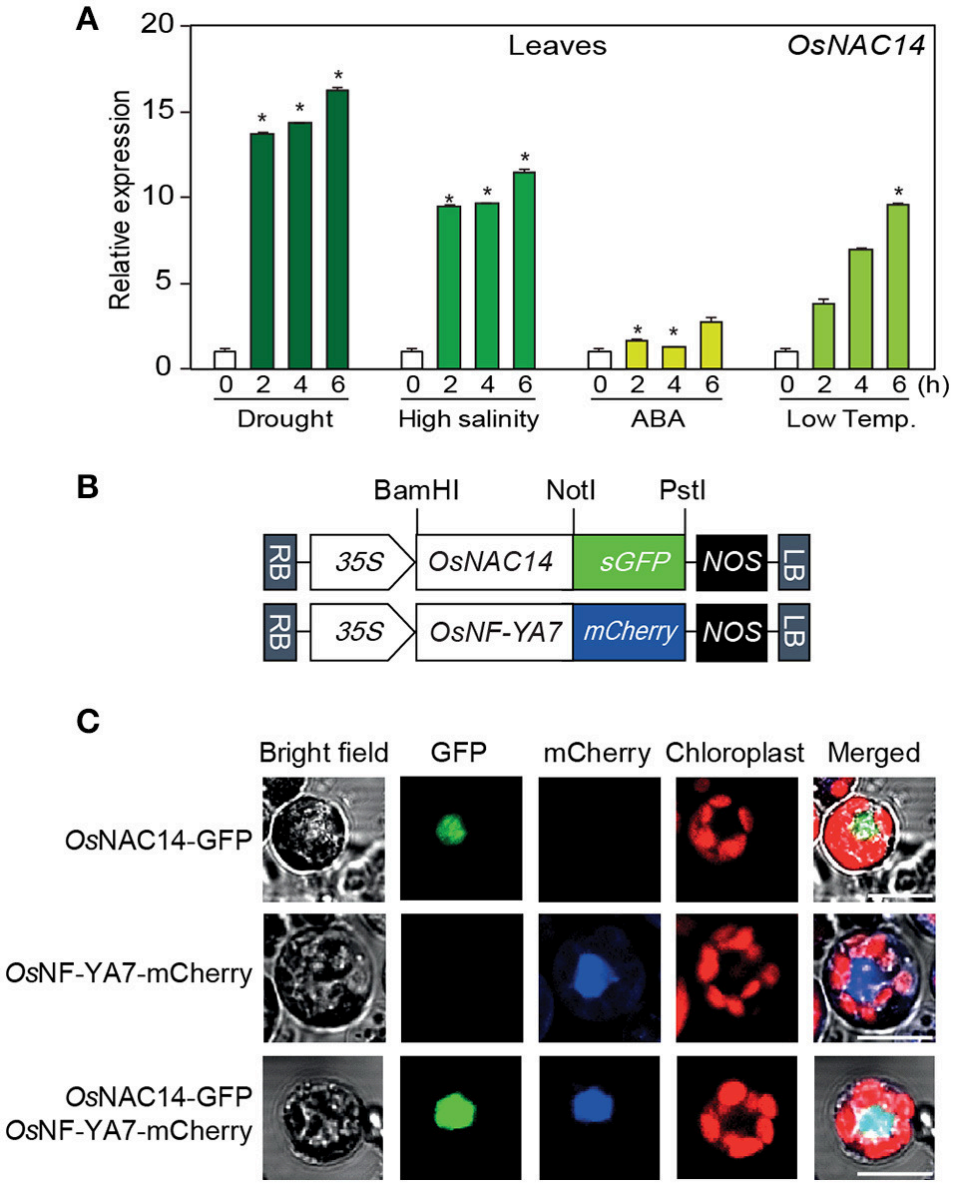
Characterization of *OsNAC14*. **(A)** The relative expression patterns of *OsNAC14* in response to four different abiotic stresses. Two-week-old rice seedlings (*Oryza sativa*. L. Japonica cv. Ilmi) were exposed to air-drying (drought), 400 mM NaCl (high salinity), 100 μM abscisic acid (ABA), and 4°C (low-temperature). Leaves of rice plants were harvested at indicated time point after treatment. *OsUBIQUITIN1* (*OsUbi1*) was used as internal control for normalization. Data represent mean value + standard deviation (*SD*) (*n* = 3). Significant differences from non-treated control are indicated by asterisks (one-tailed Student's *t*-test, ^*^P < 0.05). **(B,C)** Subcellular localization of OsNAC14 in rice protoplast. **(B)** Schematic diagram of OsNAC14-GFP and OsNF-YA7-mCherry expression constructs **(C)** protoplasts were transiently co-transfected with OsNAC14-GFP and OsNF-YA7-mCherry expression constructs. Fluorescence was observed in protoplasts 12 h after transfection using a confocal microscope. Scale Bar = 10 μm.

To further characterize the function of OsNAC14, we performed a subcellular localization analysis to confirm its nuclear localization due to the nuclear localization sequence found at the C-terminal side of its sequence (Kosugi et al., 2009) (Figure S3). We generated a construct to express translationally fused OsNAC14 and GFP fluorescent protein (GFP) (OsNAC14-GFP) driven by the CaMV 35S promoter and transiently expressed in rice protoplasts together with OsNF-YA7-mcherry as positive control for nuclear localization (Lee et al., 2015) (Figure 1B). The fluorescence signals from both GFP and mCherry were co-localized in the nuclear region confirming that OsNAC14 is a nuclear-localized protein (Figure 1C). Taken together, these results suggest that OsNAC14 is responsive to drought stress and is localized in the nucleus of the cell.

### Overexpression of *OsNAC14* improves drought tolerance at the vegetative stage

To investigate the physiological functions of *OsNAC14* in plants in response to drought, transgenic rice plants overexpressing *OsNAC14* were generated by transforming *PGD1*::*OsNAC14* into *Nakdong* cultivar (designated as *OsNAC14*^*OX*^). Thirty independent lines were produced and to avoid the effects of somaclonal variations, plants that grew normally without stunting were screened out. Based on the expression levels of *OsNAC14* (Figures 2A,B) we finally selected three independent homozygous lines (#8, #11, and #30).

**Figure 2:**
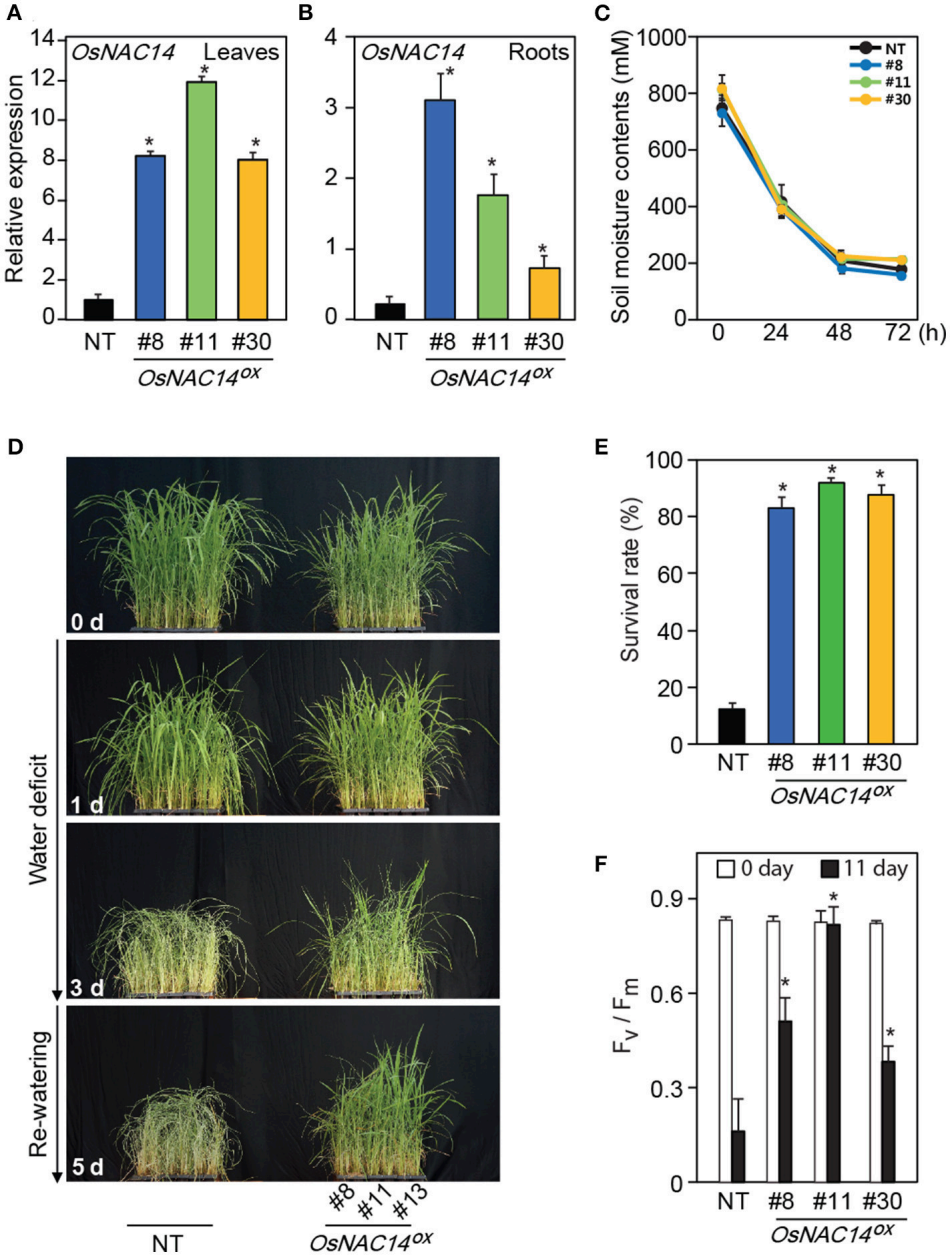
*OsNAC14* overexpression in rice enhances drought resistance**. (A,B)** Relative expression levels of *OsNAC14* in non-transgenic (NT) and three independent T4 homozygous lines of *PGD1::OsNAC14* (*OsNAC14*^*OX*^) plants. Total RNAs were extracted from leaves **(A)** and roots **(B)** of two-week-old rice seedlings. *OsUbi1* was used as internal control for normalization. Data represent mean value + *SD* (*n* = 3). **(C)** Measurement of soil moisture contents (mV). Data represent mean value ± *SD* of 30 measurements performed at different locations of soil. **(D)** The phenotype of transgenic rice plants during drought stress. Five-week-old three independent T4 homozygous lines of *OsNAC14*^*OX*^ plants and NT were exposed to drought stress for 3 days, followed by re-watering. Numbers on the image indicate duration of drought treatment and re-watering. **(E)** The survival rate of transgenic plants 5 days after re-watering. Data represent mean value + SD (*n* = 30). **(F)** Chlorophyll fluorescence (Fv/Fm) contents of plants under drought condition. Five-week-old three independent T4 homozygous lines of *OsNAC14*^*OX*^ and NT plants were exposed to drought stress for 11 days. Chlorophyll fluorescence was measured in the dark at indicated time point using a Pulse Amplitude Modulation (PAM) fluorometer. Data represent mean value + *SD* (*n* = 20). Significant differences from NT control are indicated by asterisks (one-tailed Student's *t*-test, ^*^P < 0.05).

To compare the performance of plants under drought conditions, the selected *OsNAC14*^*OX*^ and non-transgenic plants (NT, Nakdong) were grown in a greenhouse for 5 weeks and exposed to drought conditions by withholding water for 3 days and monitored drought-induced visual symptoms (Figures 2C–E). Soil moisture contents showed a consistent rate of decrease among different pots indicating that stress treatments were uniformly applied to the plants (Figure 2C). Drought-associated symptoms, such as leaf rolling, wilting, and loss of chlorophyll appeared earlier in NT plants than in *OsNAC14*^*OX*^ plants during drought treatment (Figure 2D). Transgenic plants also showed faster recovery compared to NT after being relieved from drought stress through re-watering (Figures 2D,E). *OsNAC14*^*OX*^ plants scored 5 days after re-watering showed 83 to 92% survival rate whereas NT plants only showed 12% (Figure 2E). To further verify the stress tolerant phenotype of the plants, Fv/Fm values, an indicator of the photochemical efficiency of photosystem II, were measured in plants grown in bigger pots and exposed to drought for 11 days (Figure 2F and Figure S4). Similar gradual decrease in soil moisture contents between pots were observed showing uniform stress treatment (Figures S4A,B). The Fv/Fm values in NT plants showed a more rapid decrease than in *OsNAC14*^*OX*^ plants during drought treatments (Figure 2F and Figure S4C). Taken together, these results suggest that overexpression of *OsNAC14* enhances drought tolerance of plants when exposed to drought.

### *OsNAC14* is significantly expressed during meiosis

Since NAC transcription factors are known to regulate various developmental processes in plants (Souer et al., 1996; Aida et al., 1997) we examined the expression levels of *OsNAC14* transcripts in various rice tissues at different developmental stages starting from coleoptile to flower formation (Figure 3). qRT-PCR analysis showed that *OsNAC14* transcripts were detected from all the tested tissues. The highest expression of *OsNAC14* was detected during meiosis stage in both leaves and flag leaves. These suggest the OsNAC14 might be involved in processes occurring during the meiosis stage.

**Figure 3:**
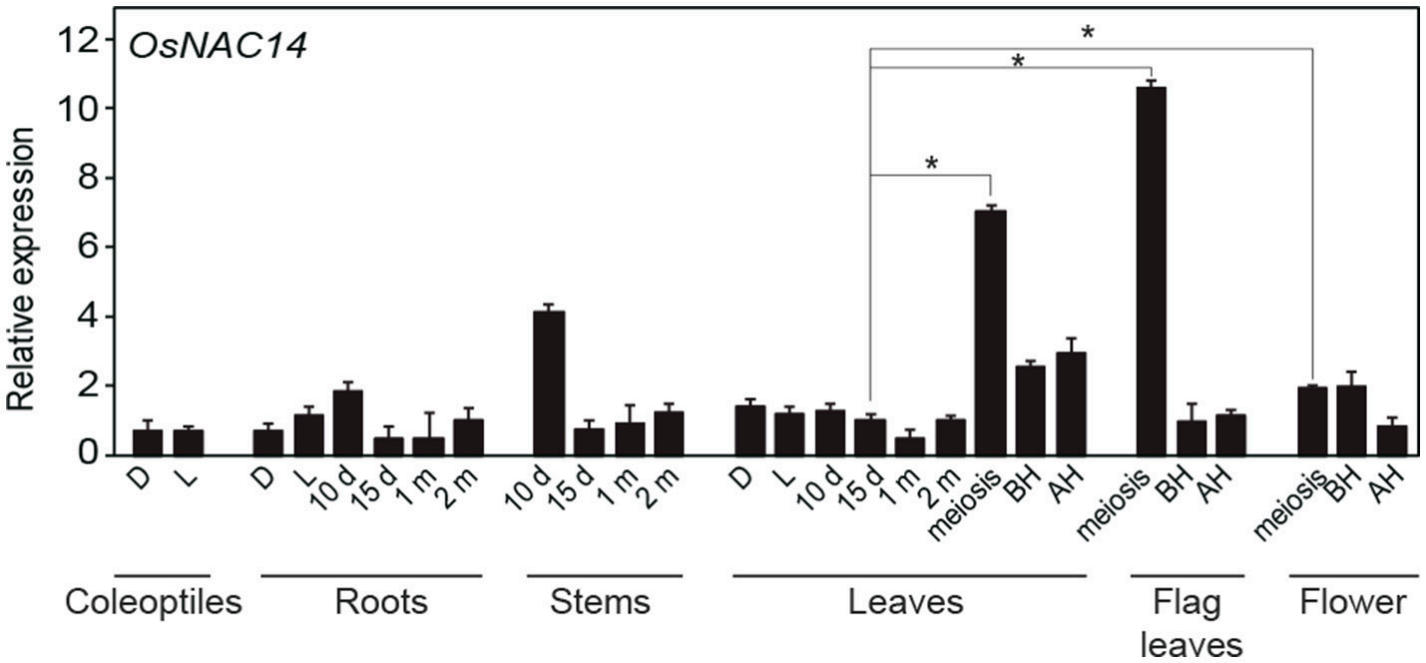
*OsNAC14* expression at various developmental stages. qRT-PCR analysis of *OsNAC14* expression in rice tissues at different developmental stages (*Oryza sativa*. L. Japonica cv. Ilmi). d, day; D, Dark; BH, Before heading; AH, After heading. *OsUbi1* was used as internal control for normalization. Data represent mean value + standard deviation (*SD*) (*n* = 3). Significant differences from 15 days old leaves tissue are indicated by asterisks (one-tailed Student's *t*-test, ^*^P < 0.05).

### Effect of *OsNAC14* overexpression on grain yield under field drought conditions

Since grain production is seriously affected by drought stresses at the reproductive stage of growth, we evaluated yield components of *OsNAC14*^*OX*^ plants in year 2016 in a rice paddy field. Three independent T_4_ homozygous *OsNAC14*^*OX*^ transgenic and NT plants were planted in a paddy field and grown to maturity. Under normal conditions, *OsNAC14*^*OX*^ plants exhibited reductions in panicle length (−0.65 to −5.36%) and number of total grains (−2.24 to −17.93%) (Table 1). In the drought conditions, however, the overexpression of *OsNAC14* resulted in higher filling rate (12.25 to 36.64%) and number of panicles (5.88 to 18.62%) though there was a decrease in panicle length (−2.48 to −14.89%) and number of total grain (−2.24 to −27.34%) compared to NT (Table 1).

**Table 1:** Agronomic traits of *OsNAC14*^*OX*^ transgenic plants grown in the field.

**Normal**		**Panicle length (cm)**	**No. of panicle (/hill)**	**No of total grain (/hill)**	**Filling rate (%)**	**1000 grain weight (g)**
NT	Average	20.47	17.10	1688.19	87.62	24.60
*OsNAC14*^*OX*^ #8	Average	19.37	16.54	1385.44	87.12	24.24
	%Δ	−5.36	−3.28	−17.93	−0.57	−1.50
	*p*-value	0.00^**^	0.65	0.15	0.79	0.41
*OsNAC14*^*OX*^ #11	Average	20.33	14.17	1650.44	86.96	25.41
	%Δ	−0.65	−17.14	−2.24	−0.75	3.28
	*p*-value	0.74	0.01^*^	0.93	0.73	0.04^*^
*OsNAC14*^*OX*^ #30	Average	20.00	18.13	1468.33	90.55	23.85
	%Δ	−2.28	6.02	−13.02	3.34	−3.08
	*p*-value	0.25	0.38	0.31	0.13	0.35
**Drought**		**Panicle length (cm)**	**No. of panicle (/hill)**	**No of total grain (/hill)**	**Filling rate (%)**	**1000 seed weight**
NT	Average	17.63	19.13	1751.44	33.62	18.72
*OsNAC14*^*OX*^ #8	Average	15.00	21.63	1272.56	37.74	19.17
	%Δ	−14.89	13.07	−27.34	12.25	2.41
	*p*-value	0.00^**^	0.14	0.00^**^	0.24	0.02^*^
*OsNAC14*^*OX*^ #11	Average	17.19	20.25	1601.69	45.87	19.23
	%Δ	−2.48	5.88	−2.24	36.44	2.73
	*p*-value	0.49	0.51	0.93	0.03^*^	0.05
*OsNAC14*^*OX*^ #30	Average	16.5	22.69	1468.33	43.81	18.52
	%Δ	−6.38	18.62	−13.02	30.31	−1.07
	*p*-value	0.08	0.04^*^	0.13	0.08	0.01

Panicle length, number of panicle, number of grain, filling rate, and 1000 seed weight of three independent lines of OsNAC14^OX^ transgenic rice plants. Percentage differences (%Δ) between the values for the OsNAC14^OX^ transgenic rice plants and NT controls are listed. An asterisk indicates a significant difference (

* P < 0.05 and

** *P < 0.01)*.

### Identification of genes regulated by *OsNAC14*

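Leaf RNA was sequenced in 2 libraries of NT plants (non-transgenic, cultivar Nakdong) and in 2 libraries of *OsNAC14* OX plants, in which the PGD1 promoter drives *OsNAC14*. None of the plants was drought-treated. The paper gives line 11 and an age of 2 weeks. The deposited columns of the *OsNAC14* OX libraries carry 2 other numbers, and whether these are sister plants of that line is not given in the sources used here. The column names of both NT libraries hold a number that reads like a year, which those of *OsNAC14* OX lack. Its meaning is not given either. If it marks a batch, that batch could not be told apart from the overexpression. The sample labels give 20 days as the age and Nipponbare as the cultivar, and they name a strand-specific library method where the paper names the TruSeq RNA kit. The authors trimmed the single-end reads with Trimmomatic, mapped them with TopHat to the rice genome (IRGSP-1.0) with the RAP-DB gene models, and deposited FPKM values for 37972 transcripts of 31414 genes. The number of reads behind each value is unknown, since FPKM are not counts. The FPKM of a library summed to 751619 and 765959 in the NT replicates and to 735318 and 748368 in the *OsNAC14* OX replicates, and between 29446 and 29947 transcripts per library reached an FPKM of 1. The authors also deposited log2(FPKM + 1) values after quantile normalization, in which every library has the same distribution.

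*OsNAC14* OX was compared with NT on these normalized values with limma for the 30251 transcripts that had an FPKM of at least 1 in at least 2 of the 4 libraries. A transcript was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 2. Folds and log2 fold changes are those of the normalized FPKM + 1 and understate the ratio of the FPKM where these are low. The test, its thresholds, 29 gene lists and the rule for which genes are named were fixed before the data were examined, when Tables 2 and S1 had already been read. The *OsNAC14* OX replicates lay further apart than the NT replicates. Of 25760 genes, 891 were at least 2-fold higher in *OsNAC14* OX replicate 1 than in replicate 2 and 229 were at least 2-fold lower, against 239 and 124 between the NT replicates. The paper speaks of duplicate biological samples and does not say in its text how many plants each held, so a p-value measures a difference against the spread between these libraries.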

To understand the transcriptional network regulated by the *OsNAC14* during drought, RNA-sequencing analysis was performed on 2-week-old *OsNAC14*^*OX*^ plant (T4 generation, line 11) grown under normal growth conditions (Table 2). From the 37,972 differentially expressed genes (DEG) we then selected those that showed at least two-fold change (*p*-value < 0.05). 

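In leaves of *OsNAC14* OX plants, 76 transcripts of 73 genes were higher and 92 transcripts of 89 genes were lower than in NT leaves. The largest increase was that of Os03t0299700-01, a conserved hypothetical protein on chromosome 3, with FPKM of 79.8 and 60.1 in the *OsNAC14* OX replicates and 0.0983 and 0.0640 in the NT replicates (log2 fold change 6.04, standard error 0.17, adjusted p = 0.00617 from limma). Next was Os07t0511400-01, a hypothetical protein on chromosome 7, at 95.8 and 109.2 FPKM against 0.911 and 1.12. The other large increases include *Xa39*, *OsiWAK1*, *OsOSC11* and *OsPAE1* of Table 2, both transcripts of Os07g0153150, Os07t0248800-01 and Os12t0264500-01, which is similar to a CoA-thioester hydrolase. The increase of Os12t0264500-01 is limited to that transcript, since the summed FPKM of its gene was 125.3 and 122.1 in NT and 114.5 and 120.4 in *OsNAC14* OX and was not called.

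The largest decrease was that of Os07t0448800-02, a non-coding transcript of an aquaporin gene, whose FPKM of 373 and 256 in NT was nearly 0 in both *OsNAC14* OX replicates. Os12t0239300-01, a conserved hypothetical protein, had 173 and 182 FPKM in NT and at most 0.0182 in *OsNAC14* OX. Among the 10 largest decreases were also an ankyrin repeat protein (Os11t0182500-01, log2 fold change -4.69), a caleosin of lipid bodies (Os06t0254300-02, -4.44), an isoflavone reductase-like protein (Os12t0263800-03, -4.37) and a nucleotide-binding NB-ARC protein (Os12t0209800-01, -3.23). On the summed FPKM of the gene, the caleosin had a smaller log2 fold change of -1.60 and the isoflavone reductase-like protein one of -2.13, both called lower. In 81 of the 168 called transcripts, both libraries of 1 group were under an FPKM of 0.5 (37 of the higher and 44 of the lower transcripts), so the size of such a change depends on the pseudocount of 1.

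By the study's own thresholds, a fold of 2 and an unadjusted p under 0.05, the authors' deposited table holds 122 higher and 151 lower transcripts, and 166 of the 168 transcripts called here are among them. With limma, 469 transcripts passed these thresholds. The call count rests on single libraries. In limma it was 59 without *OsNAC14* OX replicate 1 and 772 without *OsNAC14* OX replicate 2, and it was 0 without NT replicate 1 and 0 without NT replicate 2, where 939 and 480 transcripts passed an unadjusted p under 0.05 with a fold of 2.

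**Figure D1:**
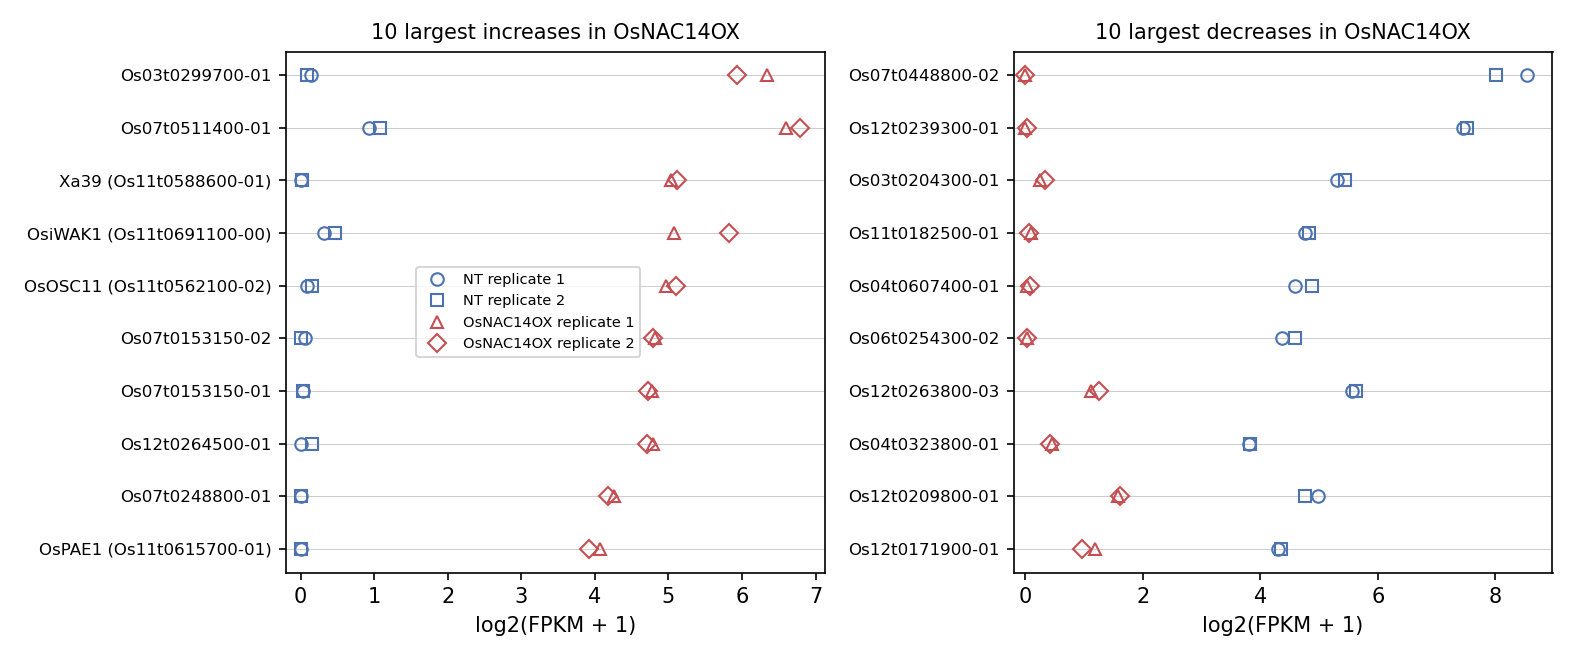
FPKM of the 10 transcripts with the largest increase (left) and the 10 with the largest decrease (right) in *OsNAC14* OX, as log2(FPKM + 1) on the horizontal axis. Each symbol is 1 library; for each of these transcripts both *OsNAC14* OX libraries lie on the same side of both NT libraries.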

The analysis revealed 122 up-regulated and 151 down-regulated genes following the overexpression of *OsNAC14* relative to NT (Table S1). These genes were then processed for Gene Ontology analysis using PANTHER Classification System (http://pantherdb.org) (Figure S5). 

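Of the 162 genes that changed in *OsNAC14* OX leaves, 21 were members of any of the 29 gene lists and 141 were members of none; no ontology was tested. Aquaporin genes, which encode water channels, had 2 lower members among 13 measured: Os12t0204100-01 (log2 fold change -1.72, standard error 0.13, adjusted p = 0.0394 from limma) and the non-coding Os07t0448800-02. The call of Os07t0448800-02 is limited to that transcript, since the summed FPKM of its gene did not pass (-1.16, adjusted p = 0.177). Among 80 receptor kinase genes 1 was higher and 1 lower: Os07t0542400-01 had a log2 fold change of 1.74, while its other transcript, Os07t0542400-02, had one of -1.45 and did not pass (adjusted p = 0.0600). Os08t0255500-00, similar to the brassinosteroid co-receptor BAK1, had one of -1.73. A jasmonate-induced protein (Os12t0247700-01, -2.15) was the only call among 38 jasmonate genes, and an AP2 domain protein (Os03t0183200-01, -2.66) the only call among 62 AP2/ERF genes. Without *OsNAC14* OX replicate 1, Os12t0204100-01 (adjusted p = 0.0793), Os07t0542400-01 (0.0643), Os08t0255500-00 (0.0642) and Os12t0247700-01 (0.0605) did not pass. With no filter on FPKM, Os12t0204100-01 (0.0626), Os07t0542400-01 (0.0559) and Os08t0255500-00 (0.0669) did not pass, and with a pseudocount of 0.1 Os12t0204100-01 did not (0.0950).

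Among 27 terpenoid and triterpenoid synthesis genes, *OsOSC11* was higher and Os11t0189600-02 lower (-2.64, and -1.24 with an adjusted p of 0.0599 on the summed FPKM of the gene). The single calls were *OsFbox341* among 228 F-box genes, *OsNAC14* itself among 59 NAC family genes and *OsPAE1* among 53 proteasome genes. Os04t0249600-01, similar to a senescence-associated protein, was higher (1.50) as the only one of 16 senescence genes. On the summed FPKM of its gene it had a log2 fold change of 1.34 and did not pass (adjusted p = 0.0583), and its other transcript, Os04t0249600-02, had one of 1.22 (adjusted p = 0.104). A transposase-related transcript (Os12t0417000-01, -1.63) was the only call among 53 transposon-related genes. Without *OsNAC14* OX replicate 1, Os11t0189600-02 (adjusted p = 0.0605), Os04t0249600-01 (0.0863) and Os12t0417000-01 (0.0630) did not pass. With no filter on FPKM, Os04t0249600-01 (0.0932) and Os12t0417000-01 (0.0598) did not pass, and at an FPKM of at least 5 Os04t0249600-01 did not (0.0718). When adjusted over the list alone, the receptor kinase genes had 1 higher and 3 lower members, with Os07g0542400 on both sides through its 2 transcripts, the AP2/ERF genes 1 and 1, the terpenoid genes 3 and 2 and the transposon-related genes 1 and 2, and the counts of the other lists with a call named above did not change.

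No member was called in the lists of 146 heat shock protein genes, 68 WRKY genes, 147 cytochrome P450 genes, 179 genes of ROS detoxification, 17 osmolyte synthesis genes, 55 photosynthesis genes, 10 genes of the circadian clock and heading, 334 ribosomal protein genes, 97 dividing-cell genes, 42 pollen and anther genes, 29 root genes and 4 stress-related NAC (SNAC) genes. Adjusted over the list alone, 2 heat shock genes, 2 root genes and 1 SNAC gene were lower, and the other 9 of these lists had no call. Over all 15 lists without a call, 139 of 1155 genes had an unadjusted p under 0.05 in limma, of which 7 were higher and 11 lower by a fold of 2. As a set, photosynthesis genes were slightly higher (median log2 fold change 0.14, adjusted p = 0.00227 by camera) and ribosomal protein genes slightly lower (median -0.06, adjusted p = 0.00167). Neither call held with an estimated correlation (adjusted p = 0.879 for both with an estimated correlation, the smallest of any list), and no other list passed. The photosynthesis call was also lost without *OsNAC14* OX replicate 2 (adjusted p = 0.0744). The direction of the set test differed in sign from the median or the mean of the list for the heat shock, cytochrome P450, proteasome, dividing-cell and transposon-related genes. The description search also took in members by accident: 4 of the jasmonate genes, 9 of the ROS genes, 3 of the root genes and 1 of the dividing-cell genes, none of them called.

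In the authors' deposited table of KEGG maps for the selected transcripts, 0 of 20 maps passed an FDR of 0.05; the smallest FDR there was 0.106, for biosynthesis of secondary metabolites with 4 transcripts. None of the 25 terms of the authors' deposited functional chart passed an adjusted p of 0.05, the smallest being 0.204. The number of called list members was 10 without *OsNAC14* OX replicate 1, 120 without *OsNAC14* OX replicate 2, 0 without NT replicate 1 and 0 without NT replicate 2 (limma).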

Results revealed that majority of the genes were assigned to catalytic activity (62.7%) under the molecular function class and to metabolic process (32.0%) and cellular process (29.0%) pathway under the biological class. Among these, 23 up-regulated genes were further selected through their gene annotation and reported studies on stress response (Table 2). These up-regulated genes were associated with stress response, DNA damage repair, defense response, signal transduction, and metabolic process (Table 2). 

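*OsNAC14* itself (Os01t0675800-01, chromosome 1 from 27780948 to 27782265 of IRGSP-1.0) had an FPKM of 16.4 and 16.3 in the *OsNAC14* OX replicates and of 3.16 and 3.70 in the NT replicates, 3.98-fold higher on the scale of FPKM + 1 (log2 fold change 1.99, standard error 0.11, adjusted p = 0.0204 from limma). Of the 24 genes of Table 2, *OsNAC14* included, 12 were called higher and none lower. In such counts a gene is called when any of its transcripts is, also where the transcript named here does not pass. All 24 passed when adjusted over the list alone. The study chose these genes by their change in the same libraries, so neither count is independent evidence of their direction. Of the called genes, *OsCIPK33*, *Xa39*, the *RPP13-like protein* gene Os11g0590700, *OsPAE1* and *OsiWAK1* lie next to other called genes. *OsMSH4* (Os07g0486000) has a locus number close to that of Os07g0486500, which was also called, though not on its summed FPKM. Chromosome segments that differ between the NT plants and the *OsNAC14* OX line may therefore contribute to the changes of these genes.

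Among the signaling genes, *OsiWAK1* (Os11t0691100-00), a protein kinase, had 32.6 and 55.6 FPKM in *OsNAC14* OX against 0.245 and 0.379 in NT (log2 fold change 5.07, standard error 0.30, adjusted p = 0.0231), and did not pass with no filter on FPKM (adjusted p = 0.0626). *OsFbox341* (Os07t0158900-01), which encodes an F-box protein, was 11.1-fold higher and *OsSTA127* (Os04t0521600-01) 3.90-fold higher, both as folds of FPKM + 1. Of the metabolic genes, *OsOSC11* (Os11t0562100-02), similar to cycloartenol synthase of triterpenoid synthesis, rose from 0.0600 and 0.110 to 30.4 and 33.5 FPKM; its other transcript, Os11t0562100-01, had 14.0 and 14.0 FPKM in NT and 18.8 and 17.9 in *OsNAC14* OX and was not called, while the summed FPKM of the gene was called higher (log2 fold change 1.79, adjusted p = 0.0144). *OsTPS10*, *ILL8* and *OsAGP29* had folds of 2.22, 2.06 and 2.02 and did not pass (adjusted p of 0.0511, 0.0920 and 0.159). Over the 12 genes that were not called, folds ran from 2.02 to 3.95 and adjusted p from 0.0511 to 0.159.

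The number of Table 2 genes called was 9 with no filter on FPKM, 7 without *OsNAC14* OX replicate 1, 0 without NT replicate 1 and 0 without NT replicate 2, where no transcript at all passed in limma. Without *OsNAC14* OX replicate 1, *OsSTA127* did not pass (adjusted p = 0.0671). The adjusted p of *OsNAC14* was 0.124 without NT replicate 1, 0.303 without NT replicate 2 and 0.0605 without *OsNAC14* OX replicate 1.

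**Figure D2:**
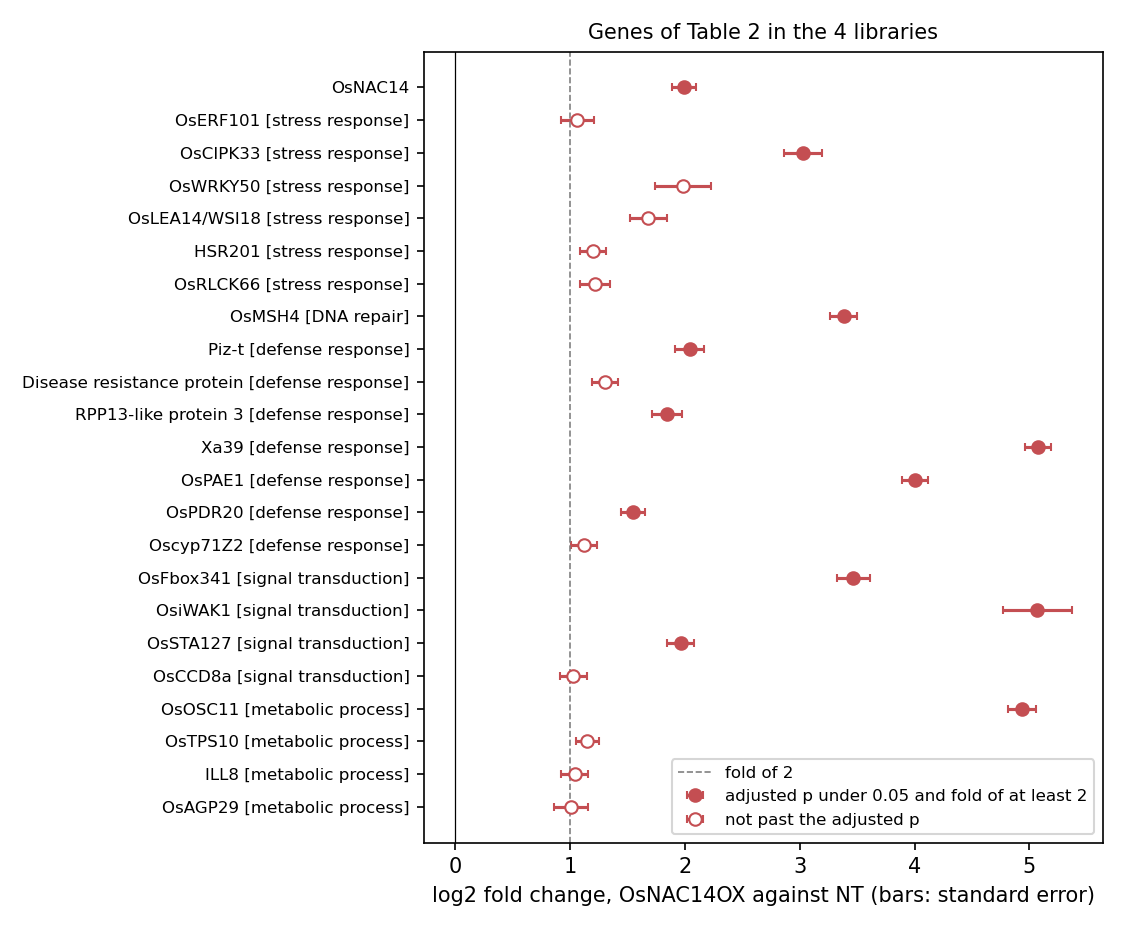
Log2 fold change of genes of Table 2 between *OsNAC14* OX and NT, with its standard error (2 libraries per group) and the class that the paper gives it in brackets. Filled points passed the adjusted p and the fold of 2; all points lie to the right of the dashed line at a fold of 2.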

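In the classes of Table 2, 5 of 7 genes of defense response, 3 of 4 of signal transduction, 1 of 2 of DNA repair, 1 of 6 of stress response and 1 of 4 of metabolic process were called higher. *OsRLCK66*, which Table 2 lists under both stress response and signal transduction, is counted once, under stress response. All genes of each class passed when adjusted over the list alone, and no difference between classes was tested. The called stress response gene was *OsCIPK33* (Os11t0134300-01, chromosome 11 from 1605182 to 1609130), a serine/threonine kinase with 30.4 and 38.9 FPKM in *OsNAC14* OX and 3.29 and 3.52 in NT, 8.15-fold higher as FPKM + 1 (adjusted p = 0.0204 from limma). The transcription factor genes *OsERF101* and *OsWRKY50* had folds of 2.09 and 3.95 with adjusted p of 0.135 and 0.113. *OsWRKY50* (Os11t0117600-00) was at 13.1 and 9.43 FPKM in *OsNAC14* OX and at 1.60 and 2.74 in NT. *HSR201* and *OsRLCK66* had folds of 2.30 and 2.33 and did not pass either (adjusted p = 0.0670 and 0.0847).

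In the defense class, *OsPAE1* (Os11t0615700-01), a subunit of the 20S proteasome, rose to 15.8 and 14.1 FPKM from under 0.0001 in NT. This call concerns 1 of 2 transcripts of the gene, and Os11t0615700-02 was at 70.3 and 79.5 FPKM in *OsNAC14* OX and at 42.5 and 37.4 in NT (log2 fold change 0.91, adjusted p = 0.134). The summed FPKM of the gene was still called higher (log2 fold change 1.19, adjusted p = 0.0498). A called gene that overlaps *OsPAE1* in position, Os11g0615750, was lower. *OsPDR20* (Os09t0332700-01), an ABC transporter gene, was 2.92-fold higher, while *Oscyp71Z2*, a cytochrome P450 gene, had a fold of 2.18 (adjusted p = 0.0740). The other transcript of *OsPDR20*, Os09t0332700-02, was also called, with a fold of 3.00 (adjusted p = 0.0250 from limma). Without *OsNAC14* OX replicate 1, Os09t0332700-01 of *OsPDR20* did not pass, nor did this transcript with no filter on FPKM (adjusted p = 0.0569 from limma). Without NT replicate 1 or NT replicate 2, no transcript at all passed, so these settings do not single out *OsCIPK33*, *OsPAE1* or *OsPDR20*. Their log2 fold changes there were 3.02 and 3.04, 4.00 and 4.00, and 1.47 and 1.62 (Os09t0332700-01). From earlier reports on such genes, the paper concludes that the up-regulation of *OsLEA14/WSI18* and of NBS-LRR type defense genes contributed to drought tolerance. The paper also reports qRT-PCR in which *Piz-t*, *Disease resistance protein*, *OsPAE1* and *OsFbox341* were higher in *OsNAC14* OX and lower in *osnac14* mutant plants. By its methods, the mutant was made in cultivar Dongjin and the *OsNAC14* OX plants in Nakdong. The same genes are reported as higher than in NT in *OsNAC14* OX plants under drought and in protoplasts of *OsNAC14* OX plants. In protoplasts of NT plants, transient *OsNAC14* expression significantly raised *Piz-t*, but not *Disease resistance protein*, *OsPAE1* or *OsFbox341*.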

The expression patterns of *OsRAD51A1* (Os11g0615800), *Piz-t* (Os06g0286700), *Disease Resistance protein* (*DR*) (Os09g0357400), *20S PROTEASOME ALPHA SUBUNIT E1* (*OsPAE1*) (Os11g0615700), and *OsFbox341* (Os07g0158900) genes were analyzed in 2-week-old *OsNAC14*^*OX*^ plants grown in normal conditions through qRT-PCR (Figure 4). Results showed that *OsNAC14* overexpression induces the expression of *OsRAD51A1, Piz-t, DR, OsPAE1*, and *OsFbox341*. To further confirm the role of *OsNAC14* in the regulation of the five induced genes, we performed another qRT-PCR on *OsNAC14* deletion mutant produced through CRISPR/Cas9 system. The mutant lacked seven nucleotides (712–718 bp) resulting in frame shift on its C-terminal region containing the NLS sequences (Figures S3, S6). Results showed that *OsNAC14* transcript was significantly reduced in *osnac14* relative to NT plants (Figure 4). In addition, expression of all the five genes induced by *OsNAC14* overexpression were significantly reduced in *osnac14* mutants confirming that *OsNAC14* is involved in the regulation of these genes.

**Table 2:** Up-regulated genes in *OsNAC14*^*OX*^ transgenic rice in comparison with non-transgenic plants.

**Gene name**	Loc_No^*^ (IRGSP)	***OsNAC14^*OX*^*/NT^†^**	*p*-value^**^
***OsNAC14***	Os01g0675800	4.0	0.02
**STRESS RESPONSE**			
*OsERF101*	Os04g0398000	2.1	0.043
*OsCIPK33*	Os11g0134300	8.2	0.039
*OsWRKY50*	Os11g0117600	4.0	0.025
***OsLEA14/WSI18***	Os01g0705200	3.2	0.039
*HSR201*	Os12g0458100	2.3	0.005
*OsRLCK66*	Os02g0212900	2.3	0.033
**DNA REPAIR**			
***OsRAD51A1***	Os11g0615800	2.0	0.001
***OsMSH4***	Os07g0486000	10.4	0.008
**DEFENSE RESPONSE**			
***Piz-t***	Os06g0286700	4.1	0.027
***Disease resistance protein***	Os09g0357400	2.5	0.018
***RPP13-like protein 3***	Os11g0590700	3.6	0.043
*Xa39*	Os11g0588600	33.7	0.007
***OsPAE1***	Os11g0615700	16.0	0.011
*OsPDR20*	Os09g0332700	2.9	0.009
*Oscyp71Z2*	Os07g0217600	2.2	0.008
**SIGNAL TRANSDUCTION**			
***OsFbox341***	Os07g0158900	11.1	0.003
*OsiWAK1*	Os11g0691100	33.6	0.044
*OsSTA127*	Os04g0521600	3.9	0.001
*OsRLCK66*	Os02g0212900	2.3	0.033
***OsCCD8a***	Os01g0566500	2.0	0.020
**METABOLIC PROCESS**			
*OsOSC11*	Os11g0562100	30.7	0.006
*OsTPS10*	Os03g0348200	2.2	0.031
*ILL8*	Os07g0249800	2.1	0.029
*OsAGP29*	Os01g0607100	2.0	0.044

* *Sequence identification numbers for the full-length cDNA sequences of the corresponding genes*.

† *The mean of duplicate biological samples*.

** *P values were analyzed by one-way ANOVA (P < 0.01). Genes discussed in the text are in boldface. These microarray data sets can be found at http://www.ncbi.nlm.nih.gov/geo/ (Gene Expression Omnibus, accession number GSE106150)*.

**Figure 4:**
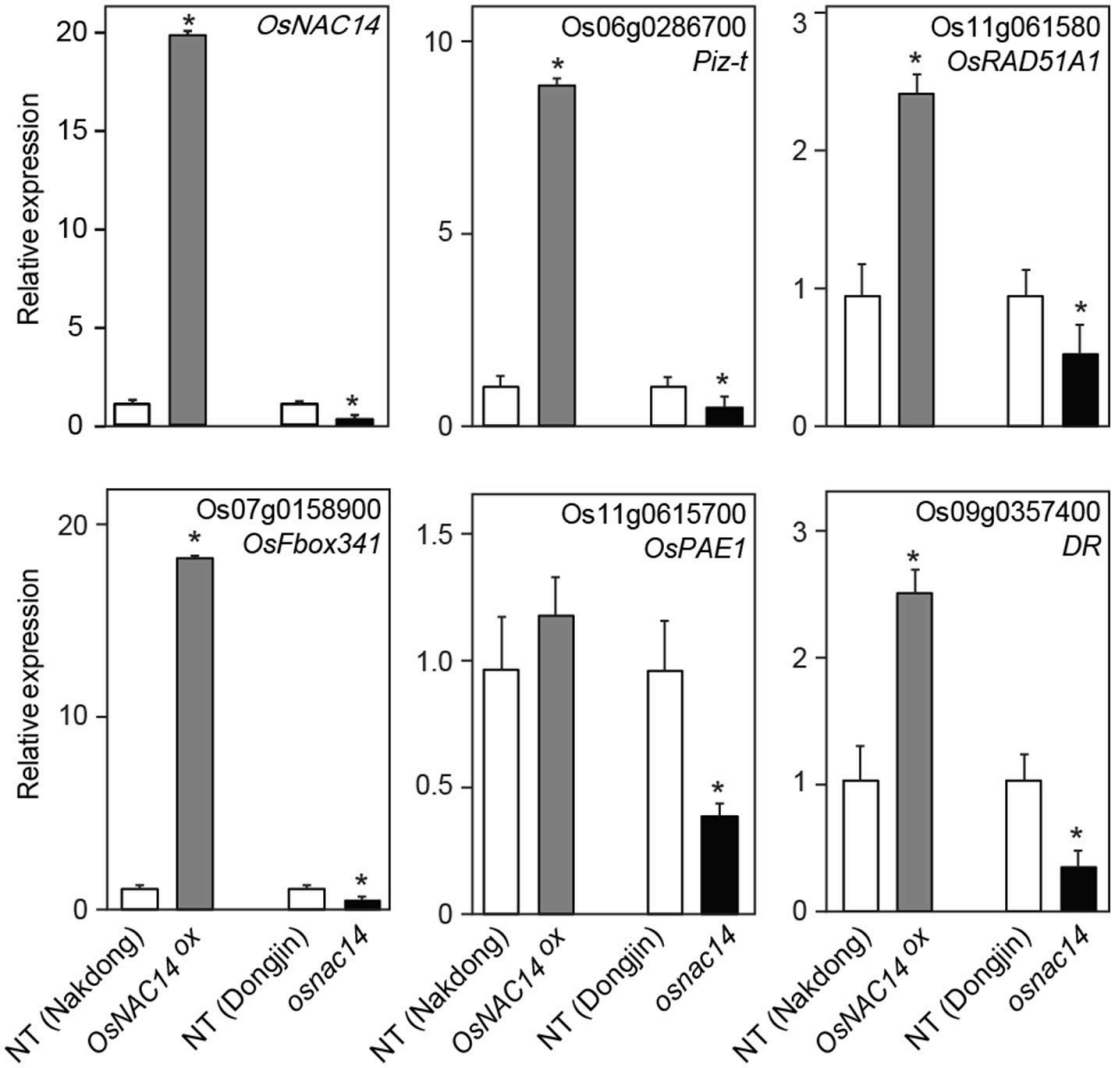
Expression of differentially expressed genes (DEGs) isolated from RNA-sequencing data. qRT-PCR analysis of DEGs in NT, *OsNAC14*^*OX*^, and *osnac14* mutant plants. *OsUbi1* was used as internal control for normalization. Data represent mean value + standard deviation (*SD*) (*n* = 3). Significant differences from NT control are indicated by asterisks (one-tailed Student's *t*-test, ^*^P < 0.05).

### Identification of genes involved in *OsNAC14* mediated drought responses

Next, we examined the expression pattern of five genes up-regulated by *OsNAC14* in drought conditions in order to identify downstream transcriptional network of *OsNAC14* involved in drought tolerance. qRT-PCR was performed using total RNA extracted from NT and *OsNAC14*^*OX*^ plants grown under normal and drought conditions. To confirm that drought treatment was properly applied to plants, expression of two drought-responsive marker genes, *Dehydration Stress-inducible Protein 1* (*OsDip1, Os02g0669100*) and *Small subunit of Rubisco* (*OsRbcS, Os12g0274700*), which show opposite expression patterns in response to drought stress (Jang et al., 2003) was examined. *OsDIP1* expression was induced while *OsRbcS* expression was reduced after 1 day of drought treatments validating successful induction of transcriptional reprograming turned on by drought stress (Figure 5). The induction of *OsDIP1* and reduction of *OsRbcS* in *OsNAC14*^*OX*^ plants were lower than NT plants suggesting that *OsNAC14*^*OX*^ plants are less sensitive to drought. In addition, the level of *OsNAC14* transcript induction due to drought treatment in NT was comparable with those of *PGD1* promoter under normal condition. Therefore, we aim to identify genes induced in both NT and *OsNAC14*^*OX*^ plants by drought treatment as downstream component of *OsNAC14* mediated drought tolerance pathway.

**Figure 5:**
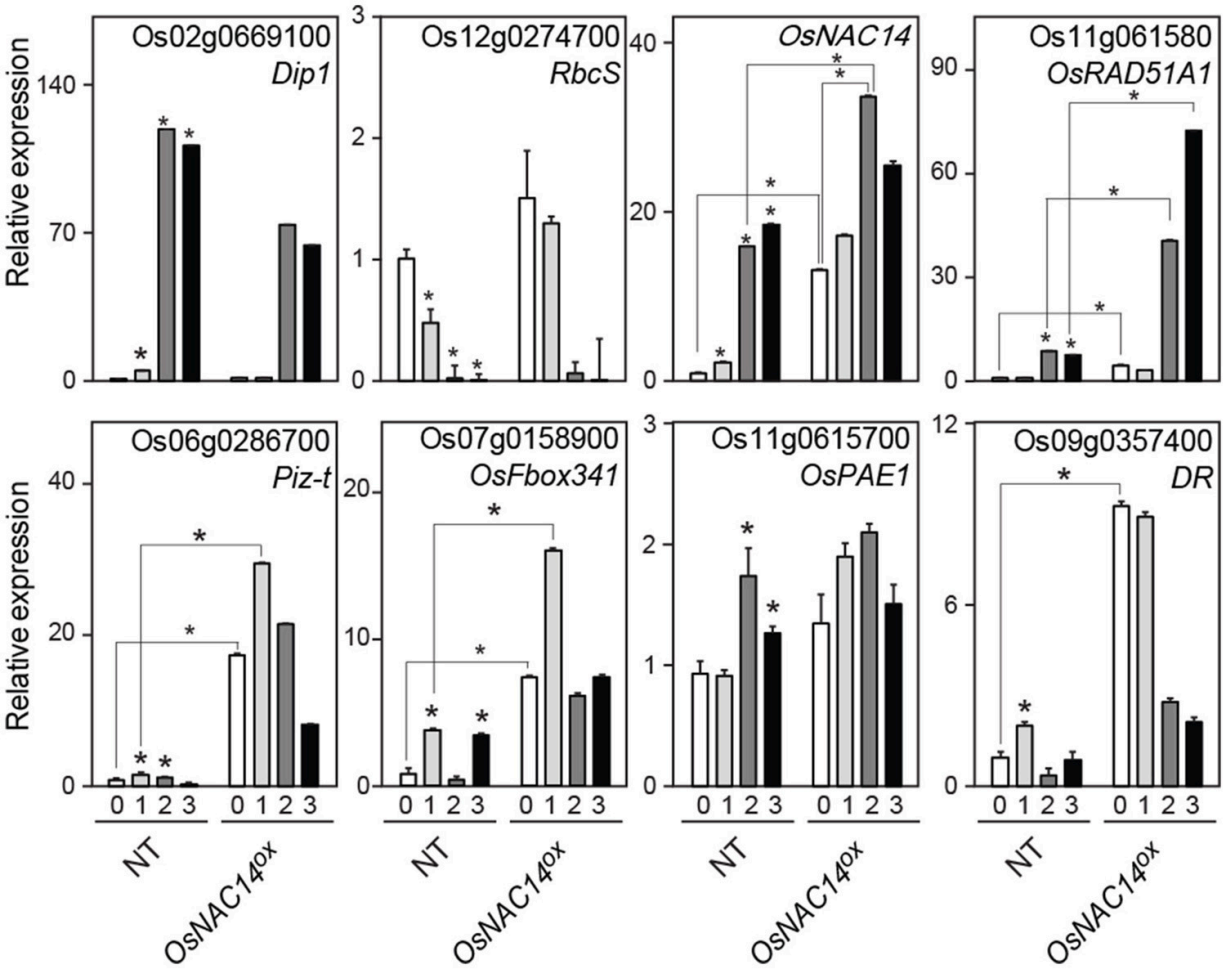
The expression pattern of *OsNAC14* dependent genes in drought conditions. Total RNAs were extracted from 4-week-old rice NT and *OsNAC14*^*OX*^ plants exposed to drought conditions for indicated period. Relative expression of tested genes was determined by qRT-PCR analysis. Expression of two drought stress marker genes, *Dehydration stress-inducible protein 1* (*Dip1*) and *Small subunit of Rubisco* (*RbcS*), was analyzed to monitor progress of drought treatment. *OsUbi1* was used as internal control for normalization. Data represent mean value + standard deviation (*SD*) (*n* = 3). Significant differences from non-treated control or between samples are indicated by asterisks (one-tailed Student's *t*-test, ^*^P < 0.05).

Results also showed that all five candidate genes showed higher expression levels in *OsNAC14*^*OX*^ than NT plants under both normal and drought conditions (Figure 5). However, after prolonged drought exposure (after 24 h) *Piz-t, OsFbox341*, and *DR* declined while *OsPAE1* expression was less affected by drought treatment. *OsRAD51A1*, on the other hand, was induced by both drought treatment and *OsNAC14* overexpression. Moreover, drought treatment and *OsNAC14* overexpression showed additive effects on expression of *OsRAD51A1* (Figure 5) indicating that the expression of *OsRAD51A1* is dependent on the expression of *OsNAC14*. Collectively, these results further suggest that *OsRAD51A1* is a possible direct downstream component of *OsNAC14*-mediated drought tolerance pathway.

### OsNAC14 directly regulates *OsRAD51A1*, a key component in DNA repair

To confirm whether *OsRAD51A1* is a direct target of OsNAC14, we performed chromatin immunoprecipitation (ChIP) coupled with qRT-PCR analysis on rice protoplast system. Protoplasts provide a good platform to perform functional characterization of genes and isolation of protein-DNA complex in plants (Zhang Y. et al., 2011; Lee J. H. et al., 2017). We first performed qRT-PCR on total RNA isolated from protoplasts of both NT and *OsNAC14*^*OX*^ plants (Figure 6A). Similar with stable transgenic plants, all five genes were up-regulated in protoplasts of *OsNAC14*^*OX*^ plants suggesting that the isolated protoplasts maintained transcriptional network of intact plants similar to what was observed by Lee J. H. et al. (2017) (Figure 6A). Next, we introduced *35S::OsNAC14-MYC* or *35S::GFP-MYC* effector plasmids into protoplasts isolated from NT plants to verify that the transient expression of *OsNAC14* can induce similar response that was shown in stable *OsNAC14*^*OX*^ plants. As a result, *Piz-t* and *OsRAD51A1* were significantly induced in protoplasts after being transfected with *35S::OsNAC14-MYC* (Figure 6A). However, expression levels of *OsFbox341, DR*, and *OsPAE1* were not significantly increased by transient expression of *OsNAC14*. Among the five tested genes, *Piz-t* and *OsRAD51A1* were highly induced by transient expression of *PGD1::OsNAC14* compared to stable transformation. This could be due to a higher expression of *OsNAC14* in transient system but also indicates that expression of these two genes were tightly correlated with *OsNAC14* transcript level (Figure 6A). We therefore hypothesized that in addition to *OsRAD51A1, Piz-t* could also be a putative direct target of OsNAC14. To confirm this hypothesis, we performed chromatin-immunoprecipitation (ChIP) assay using transient protoplast system. Rice protoplasts transfected with *35S::OsNAC14-myc* were subjected for ChIP assay using anti-myc antibody. The *35S::GFP-myc* vector was independently transfected into rice protoplast as control. Enrichment of OsNAC14 on promoter regions was analyzed through ChIP-PCR analysis using genomic DNA isolated by ChIP assay (Figure 6B). Results showed very high enrichment on the promoter of *OsRAD51A1* but low in *Piz-t* confirming that OsNAC14 can strongly bind to the promoter of *OsRAD51A1* thereby regulating its expression (Figure 6B). Previous report has defined the 4 bps core sequence of the NAC binding motif as CACG (Olsen et al., 2005) which we found clustered in the promoter of *OsRAD51A1* while it was segregated in *Piz-t* promoter.

**Figure 6:**
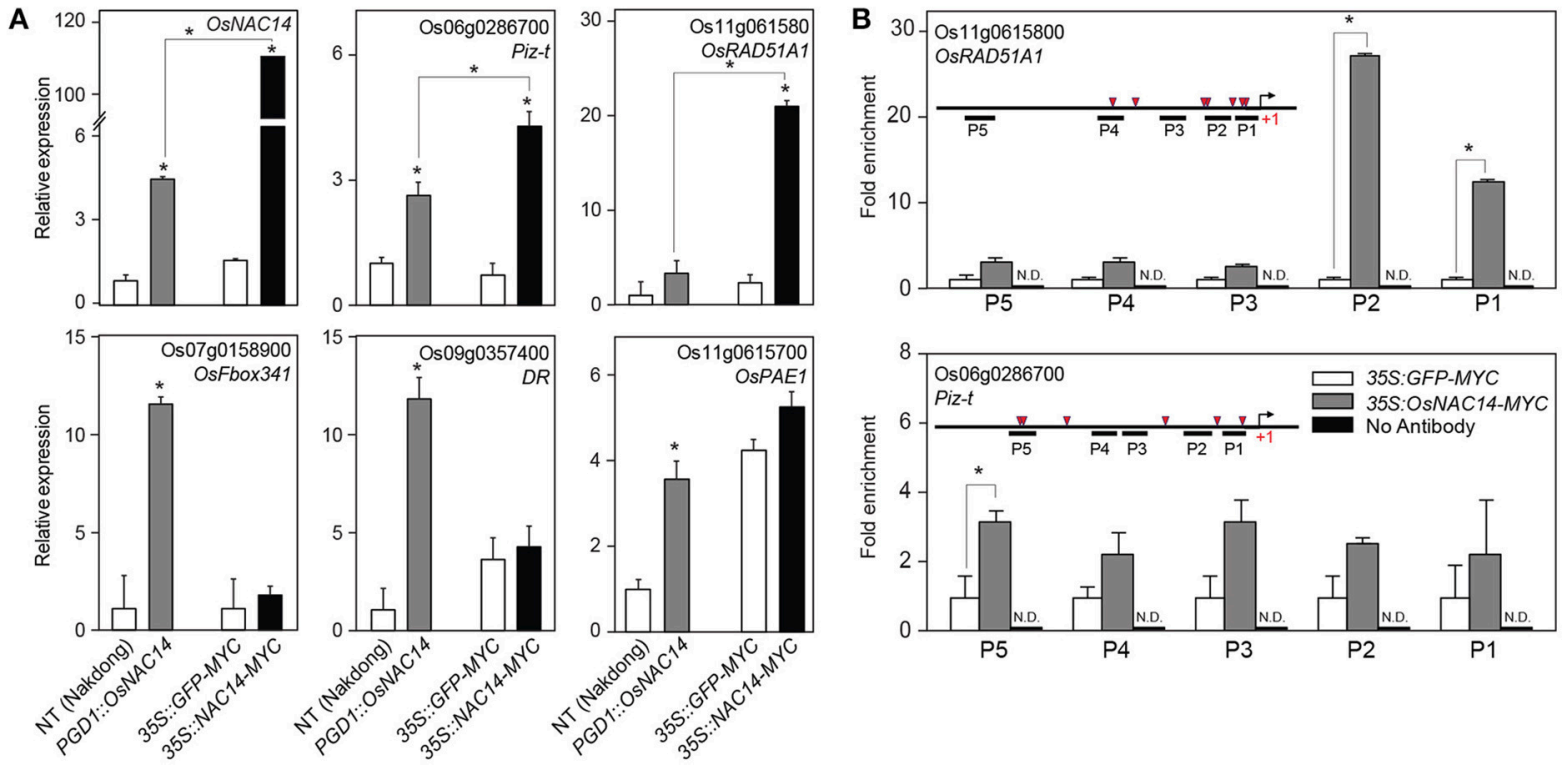
Identification of direct target gene of OsNAC14. **(A)** The expression pattern of the candidate target genes of *OsNAC14* in rice protoplasts. Rice protoplasts were isolated from 2-week-old NT and *PGD1::OsNAC14* (*OsNAC14*^*OX*^) plants (left two bars in each panel). The protoplasts isolated from NT plants were further transfected by plasmids harboring *35S::GFP* or *35S::OsNAC14* (right two bars in each panel). Total RNA was extracted from isolated protoplasts and applied for qRT-PCR analysis. *OsUbi1* was used as internal control for normalization. Data represent mean value + standard deviation (*SD*) (*n* = 3). Significant differences from NT or between samples are indicated by asterisks (one-tailed Student's *t*-test, ^*^P < 0.05). **(B)** Chromatin Immunoprecipitation (ChIP)-PCR analysis. Chromatins in rice protoplasts were precipitated using anti-MYC antibody and applied for qRT-PCR analysis. The structure of promoter and positions of tested region by qRT-PCR are illustrated in graph (left top). Red triangles represent distribution of NAC binding motif in the promoter regions. Rice protoplasts transfected with *35S::GFP-MYC* were used as negative control for *35S::OsNAC14-MYC*. ChIP experiment performed without anti-MYC antibody were applied as negative control for anti-MYC antibody. 1% input was used as control for normalization. Data represent mean value + standard deviation (**SD**) (*n* = 3). N.D., not detected. The information of primers used for ChIP-PCR was listed in Supplemental Table S2. Significant differences are indicated by asterisks (one-tailed Student's *t*-test, ^*^P < 0.05).

## Discussion

Here, we demonstrated that the rice *OsNAC14* transcription factor, a member of ONACII subgroup, is a regulator of drought tolerance pathway in rice. *OsNAC14* was induced by drought, high salinity, ABA and low temperature (Figure 1A and Figures S1B,C). Expression levels of *OsNAC14* are similar in roots and other aerial parts of plants under normal growth conditions (Figure 3); however, induced expression of *OsNAC14* by abiotic stresses was more predominant in leaves than in roots (Figure 1A and Figure S2). Other previously reported NACs belonging to the SNAC subgroup showed robust expression patterns in roots than leaves in response to abiotic stress (Redillas et al., 2012; Jeong et al., 2013; Lee D. K. et al., 2017). Thus, OsNAC14, unlike SNACs, acts as stress-induced transcription factor mainly in aerial parts of plants.

*OsNAC14* overexpression induced drought tolerance in plants both at the vegetative and the reproductive stages of growth (Figure 2, Figure S4 and Table 1). We observed that overexpression of *OsNAC14* also affected the reproductive growth of plants such as the panicle length and number of total grains under normal growth conditions (Table 1). It is possible that constitutive overexpression of *OsNAC14* may have perturbed the reproductive development through alteration of its downstream gene expression. Introducing resistance (R) gene (e.g., *RPM1* in Arabidopsis and *Pi-ta* in rice) reported to cause yield penalties in plants due to a cost of resistance (Tian et al., 2003; Wang et al., 2015). A group of R genes up-regulated by *OsNAC14* overexpression including *Piz-t* (Os06g0286700) and *RPP13-like protein 3* (Os11g059700) similarly might have affected reproductive growth of *OsNAC14*^*OX*^ plants. Nevertheless, overexpression of *OsNAC14* can confer drought tolerance at the reproductive stage as evidenced by the higher filling rate over NT controls upon stress treatments (Table 1).

The RNA-seq analysis identified 122 up-regulated downstream genes in *OsNAC14*^*OX*^ plants (Table S1). The downstream genes could be divided into four groups: stress-inducible, defense related, DNA repair, and strigolactone biosynthesis genes. The stress-inducible genes include *LATE EMBRYOGENESIS ABUNDANT PROTEIN14/Water stress induced 18* (*LEA14/Wsi18*) which has been reported to improve drought tolerance of rice by increasing of proline and soluble sugar content and cell membrane stability (Kaur et al., 2017). Thus, the up-regulation of *OsLEA14*/*Wsi18* by *OsNAC14* overexpression contributed to enhanced drought tolerance of the plants. 

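*OsLEA14/WSI18* (Os01t0705200-01, chromosome 1 from 29233040 to 29234256), which encodes a late embryogenesis abundant protein, had low levels in all 4 libraries: 4.18 and 3.17 FPKM in *OsNAC14* OX and 0.392 and 0.553 in NT. Its log2 fold change was 1.68 (standard error 0.16) and it did not pass the adjusted p over all transcripts (adjusted p = 0.0673 from limma). Of 18 measured LEA and dehydrin genes none was called, and 4 had an unadjusted p under 0.05. *OsLEA14/WSI18* was the only one higher when adjusted over the list alone, where the study had chosen this gene on the same libraries. As a set the list did not pass (adjusted p = 0.356 by camera, adjusted p = 0.888 with an estimated correlation).

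Of 10 drought and ABA marker genes, *OsLEA14/WSI18* among them, none was called, and *OsLEA14/WSI18* alone had an unadjusted p under 0.05 and alone passed when adjusted over the list alone. The other 9 include the dehydrin gene *OsDip1* (log2 fold change 0.66, adjusted p = 0.811), a gene for a salt-induced protein (Os01g0348900, 0.75, adjusted p = 0.631), an ABA-responsive element binding factor gene (Os02g0766700, 0.43, adjusted p = 0.824) and a DRE-binding protein gene (Os09g0522200, -0.46, adjusted p = 0.936). All 10 marker genes were higher in *OsNAC14* OX replicate 1 than in *OsNAC14* OX replicate 2, with a median difference of 0.88 on the log2 scale, and *OsDip1* had 260.6 FPKM in replicate 1, 71.4 in replicate 2, and 88.7 and 93.8 in NT. Without *OsNAC14* OX replicate 2, *OsLEA14/WSI18* passed (adjusted p = 0.0343) and *OsDip1* had a log2 fold change of 1.60 (adjusted p = 0.0291); without *OsNAC14* OX replicate 1, *OsDip1* had one of -0.28.

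**Figure D3:**
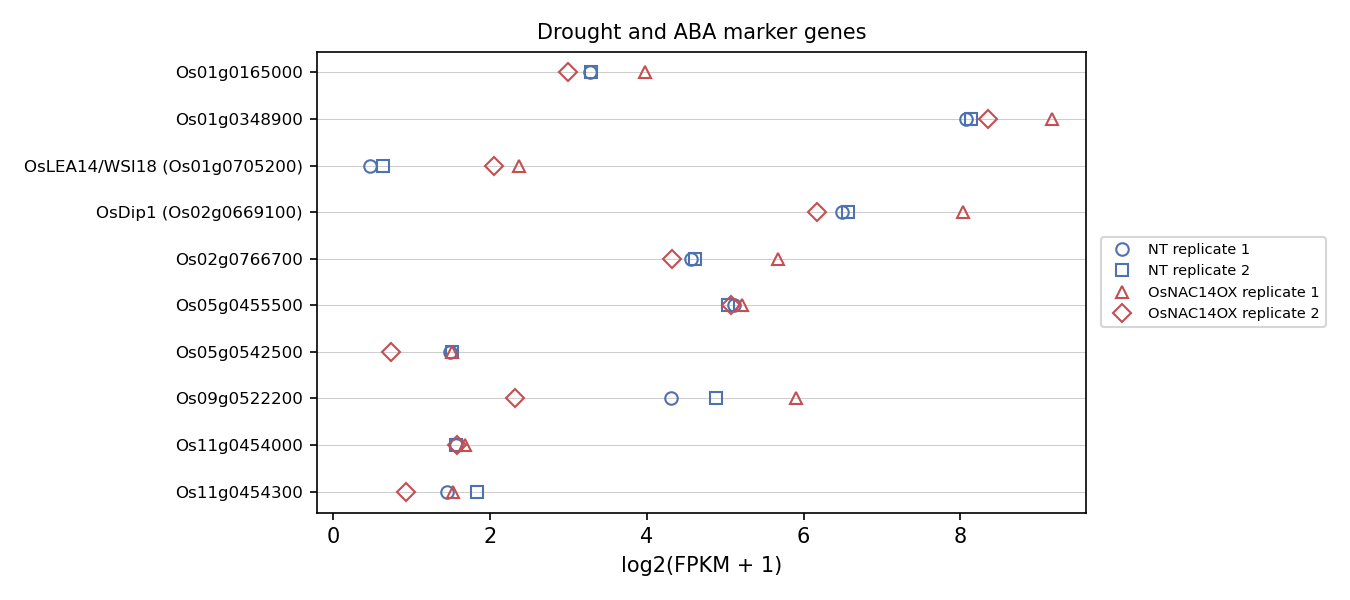
Levels of the 10 measured drought and ABA marker genes in each library, as log2(FPKM + 1). For each gene the triangle, *OsNAC14* OX replicate 1, lies to the right of the diamond, *OsNAC14* OX replicate 2.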

Defense relate proteins are also closely correlated with drought tolerance in plants. It has been reported that activation of plants defense against pathogens by expressing pathogen protein elicitors or R genes induces drought tolerance (Chini et al., 2004; Peng et al., 2015; Ma et al., 2017; Wang et al., 2017). Expression of *Magnaporthe oryzae* protein elicitors, *Hypersensitive response-inducing protein 1* and *2* (*MoHrip1* and *2*), can confer drought tolerance in rice together with enhanced blast resistance (Peng et al., 2015; Wang et al., 2017). The *NUCLEOTIDE BINDING SEQUENCE- LEUCINE-RICH REPEAT* (NBS-LRR) type *ACTIVATED DISEASE RESISTANCE* (*ADR1*) and grapevine (*Vitis amurensis*) *VaRGA1* also convey significant drought tolerance and disease resistance in plants (Chini et al., 2004). It remains elusive how activation of defense responses induces drought tolerance. Overexpression of *MoHrip1* and *2* up-regulates ABA biosynthetic (*OsNCED2, OsNCED3*, and *OsZEP1*) and signaling (*OsbZIP23*) genes. Moreover, exogenous application of harpin or overexpression of an *hrf1* gene in rice promotes stomatal closure through ABA signaling (Dong et al., 2005; Zhang L. et al., 2011). 

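Single disease resistance genes of the NLR type, whose products carry a nucleotide-binding site and leucine-rich repeats, were higher in *OsNAC14* OX leaves, and others were lower. *Xa39* (Os11t0588600-01, chromosome 11 from 22328967 to 22333982) rose from 0.00713 and 0.00931 FPKM in NT to 31.8 and 33.6 (log2 fold change 5.08, standard error 0.11, adjusted p = 0.00505 from limma). *Piz-t* (Os06t0286700-00, chromosome 6 from 10387793 to 10390465), named after a blast resistance gene, rose from 0.955 and 0.992 to 6.495 and 7.46 FPKM, which is 4.12-fold for FPKM + 1 and 6.80-fold with a pseudocount of 0.1 (adjusted p = 0.0244). *RPP13-like protein 3* (Os11t0590700-01) rose from 3.48 and 3.66 to 13.9 and 16.6 FPKM, 3.60-fold for FPKM + 1 (adjusted p = 0.0329). Among the tested genes it lies next to *Xa39*, so the changes of these genes may not be independent. The *Disease resistance protein* gene (Os09t0357400-00) was at 2.28 and 2.35 FPKM against 0.306 and 0.430, a fold of 2.48 for FPKM + 1 and of 5.38 with a pseudocount of 0.1, which did not pass (adjusted p = 0.0511).

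Of 277 genes taken as NLR genes by their description, 19 of which are other resistance proteins such as drug transporters, 3 were higher, the first 3 named above, and 2 were lower, Os12t0209800-01 and Os11t0597700-01, the latter with a log2 fold change of -1.76. Adjusted over the list alone, 9 were higher and 4 lower, and the study had chosen *Xa39*, *Piz-t*, *RPP13-like protein 3* and *Disease resistance protein* on the same libraries. Besides *Xa39* and *RPP13-like protein 3*, the 9 include other genes with close locus numbers. These are *Piz-t* (Os06g0286700) with Os06g0287000, and Os11g0673600 with Os11g0673900, so the changes of the 9 may not be independent. The median of the list was 0.07 on the log2 scale and its set test did not pass (adjusted p = 0.0909 by camera, adjusted p = 0.879 with an estimated correlation). In the authors' deposited functional chart, the NB-ARC domain was the term with the smallest p, with 8 selected genes, 6 higher and 2 lower (p = 0.00139, adjusted p = 0.241).

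The list of pathogenesis-related proteins has 161 measured genes, 51 of which matched only because their description holds words such as methionine; none of these 51 was called over all transcripts. In the list none was higher and 2 were lower, both of the Allergen V5 family on chromosome 7: Os07t0125201-00 at 3.25 and 3.45 FPKM in *OsNAC14* OX against 12.95 and 16.3 in NT, and Os07t0126100-00 at 2.72 and 2.85 against 11.1 and 14.4. Adjusted over the list alone, 10 were lower and none higher, and 1 of the 10, Os03t0307300-01 of nicotianamine synthase, is such an accidental match. Most of the 10 have close locus numbers on chromosome 7, from Os07g0124900 to Os07g0126500, so their changes may not be independent. At an unadjusted p under 0.05 and a fold of 2 in limma, 13 were lower and 1 higher. Without *OsNAC14* OX replicate 1, *Piz-t* (adjusted p = 0.0592), *RPP13-like protein 3* (0.0583), Os07t0125201-00 (0.0926) and Os07t0126100-00 (0.0968) did not pass. The same 4 did not pass with no filter on FPKM (0.0589, 0.0773, 0.0989 and 0.113), nor did Os07t0126100-00 without quantile normalization (0.0528) or at an FPKM of at least 5 (0.0532). Without NT replicate 1 or NT replicate 2, no transcript passed, with adjusted p of 0.0726 and 0.162 for *Xa39*.

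**Figure D4:**
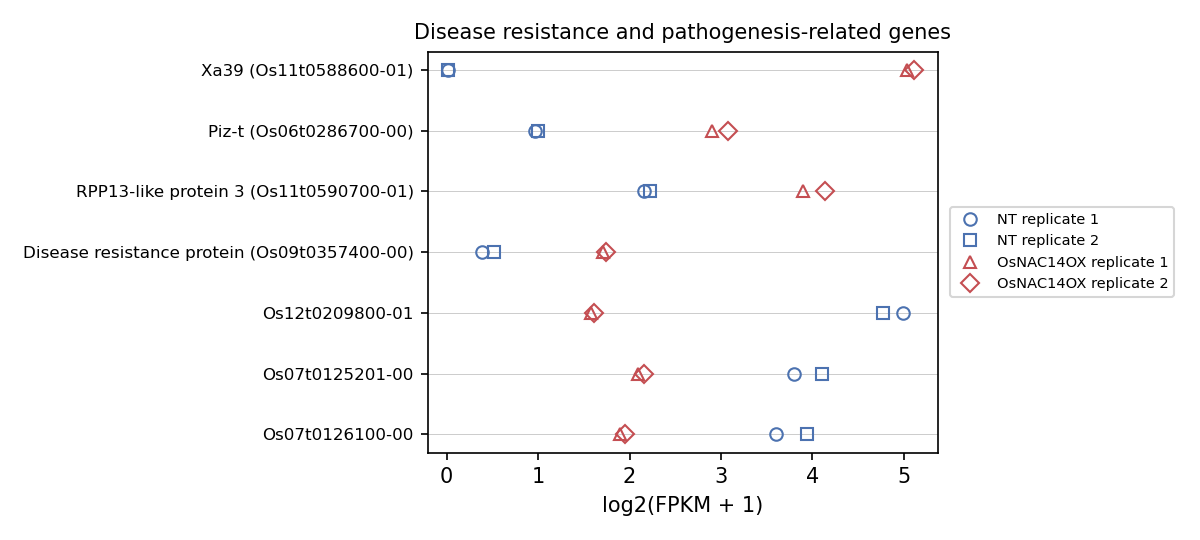
Levels of NLR and pathogenesis-related genes in each library, as log2(FPKM + 1), with circles and squares for the NT replicates and triangles and diamonds for the *OsNAC14* OX replicates. The upper 4 genes lie further to the right in *OsNAC14* OX and the lower 3 further to the left.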

Overexpression of *OsNAC14* up-regulated the expression of *NBS-LRR* type genes including *Piz-t, RPP13-like protein* and *Disease resistance protein* (Figure 4 and Table 1) that contributes to drought tolerance of *OsNAC14*^*OX*^ plants. Similarly, other *OsNAC*s involved in drought tolerance also induce expression of defense related genes. The overexpression of *OsNAC6* and *10* induces expression of *LRR* and *PATHOGEN-RELATED PROTEIN* (*PR*) genes, respectively (Nakashima et al., 2007; Jeong et al., 2010). The irreversible DNA damages generated by environmental stresses adversely affect plant growth and development. Thus, proper induction of DNA repair system in response to DNA damage facilitates plants to adapt to stress conditions (Roy, 2014). Drought stress causes DNA damage in plants (Mittler, 2002; Miller et al., 2010; Yao et al., 2013). Accumulation of ROS and oxidative damage generated by drought stress is regarded as inducer of DNA damage, such as double strand break (DSB), base deletion, and base modification (Tuteja et al., 2001; Mittler, 2002; Roldan-Arjona and Ariza, 2009; Miller et al., 2010). These lead to increased homologous recombination and mutation frequency in plants under drought conditions (Wang and Zhang, 2001; Yao and Kovalchuk, 2011; Yao et al., 2013). In this study, we found that expression of *OsRAD51A1*, a rice homolog of yeast *RAD51*, was not only highly induced under drought conditions (Figure 5) but also its expression was up-regulated by *OsNAC14*. 

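*OsMSH4* (Os07t0486000-01, chromosome 7 from 17870561 to 17880263), a MutS homolog of meiotic recombination, rose from 0.227 and 0.220 FPKM in NT leaves to 11.1 and 12.1 in *OsNAC14* OX leaves under normal growth conditions, which is 10.4-fold for FPKM + 1, 17.1-fold with a pseudocount of 0.5 and 37.4-fold with one of 0.1 (log2 fold change 3.38, standard error 0.12, adjusted p = 0.00973 from limma). Of 55 measured genes of DNA repair and recombination, *OsMSH4* was higher and none was lower. Adjusted over the list alone, 2 were higher and none lower, and the study had chosen both on the same libraries. *OsMSH4* was also the only call among 13 meiosis genes, over all transcripts and adjusted over the list alone. Another called gene, Os07g0486500, has a locus number close to that of *OsMSH4* (Os07g0486000). A chromosome segment that differs between the NT plants and the *OsNAC14* OX line may therefore contribute to the change of *OsMSH4*.

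The set tests of these lists did not pass (adjusted p = 0.265 and 0.215 by camera, and 0.879 for both as an adjusted p with an estimated correlation). The term DNA repair of the authors' deposited functional chart holds 4 selected genes, of which 1 was higher and 3 were lower by the authors' fold (p = 0.0314, adjusted p = 0.604). In the list of DNA repair and recombination genes, 2 were higher and 0 lower at an unadjusted p under 0.05 and a fold of 2 in limma. The list was drawn from descriptions and the term was not, so the counts do not describe the same genes. Without NT replicate 1 or NT replicate 2 no transcript passed in limma, with adjusted p of 0.0844 and 0.248 for *OsMSH4*.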

*OsRAD51A1* expression was induced by both stable and transient overexpression of *OsNAC14* (Figures 5, 6). Moreover, expression level of *OsRAD51A1* was reduced in *osnac14* mutants (Figure 4). Our ChIP-PCR analysis revealed that OsNAC14 was bound to *OsRAD51A1* promoter containing NAC binding elements (Figure 6). Taken together, OsNAC14 binds to *OsRAD51A1* promoter and activates its expression. *RAD51* is indispensable for successful homologous recombination to repair DSBs (Shinohara et al., 1992; Li et al., 2004, 2007; Rajanikant et al., 2008) and up-regulation of *OsRAD51* increases DNA repair efficiency and alleviates cell death, thereby conferring tolerance under salinity and genotoxic stress conditions in rice (Tripathi et al., 2016). Thus, regulation of *OsRAD51A1* expression offers another molecular mechanism for drought tolerance. Collectively, *OsNAC14*^*OX*^ plants activate DNA repair system via regulation of *OsRAD51A1*, which may alleviate drought-mediated DNA damage (Figure 6). Biosynthesis of strigolactone (SL) is reported to positively regulate drought response in plants (Ha et al., 2014). Expression of *CAROTENOID CLEAVAGE DIOXYGENASE 8a* (*OsCCD8a*) was up-regulated in the *OsNAC14*^*OX*^ plants (Table 2). 

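*OsCCD8a* (Os01t0566500-01, chromosome 1 from 21665759 to 21668304), a carotenoid cleavage dioxygenase gene, was expressed at 3.30 and 2.98 FPKM in *OsNAC14* OX and at 1.0098 and 1.15 in NT. Its log2 fold change was 1.03 (standard error 0.12, fold 2.04 for FPKM + 1), and it did not pass the adjusted p over all transcripts (adjusted p = 0.0981 from limma). Of 7 measured genes of strigolactone synthesis and signaling none was called, and *OsCCD8a* was the only one with an unadjusted p under 0.05 and the only one higher when adjusted over the list alone, a gene that the study had chosen on the same libraries. The gene next in order of p was Os06g0154200, similar to the F-box protein MAX2 of strigolactone signaling, with a log2 fold change of -0.21 (Os06t0154200-02, adjusted p = 0.686). The list as a set did not pass (median log2 fold change 0.09, adjusted p = 0.344 by camera, adjusted p = 0.879 with an estimated correlation).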

SL is derived from carotenoids through multiple steps of enzymatic reactions. CAROTENOID CLEAVAGE DIOXYGENASE 7/MORE AXILLARY GROWTH 3 (CCD7/MAX3) and CCD8/MAX4 are two key enzymes to cleave 9-*cis*-β-carotene to carlactone, a precursor of SL (Alder et al., 2012). Compared with WT, SL-deficient mutants (*max3* and *max4*) exhibit increased water loss rate during dehydration. This phenotype is rescued by exogenous application of SL (Ha et al., 2014), indicating that SL is required for drought tolerance in plants. Biosynthesis of SL is positively regulated by both drought and ABA in plants. The transcript of *CCD7* and *CCD8* increases by drought stress and decreases by re-watering in soybean (Song et al., 2016). In addition, ABA deficient mutants *notabilis* (mutated in NCED) and *flacca* (mutated in aldehyde oxidase) showed reduced levels of SL, together with reduced expression of *LeCCD7* and *LeCCD8* in tomato (López-Ráez et al., 2010). Moreover, exogenous application of SL enhances drought tolerance through reduced water loss and enhanced antioxidant activity (Sedaghat et al., 2017). In this study, we found that expression of *OsCCD8a* was up-regulated in the *OsNAC14*^*OX*^ plants (Table 2) that accumulates SL, leading to drought tolerant phenotype.

In conclusion, the data presented here suggest that *OsNAC14* enhances drought tolerance in rice. Specifically, *OsNAC14* directly regulates the expression of *OsRAD51A1* and regulates other downstream target genes for stress response, DNA repair, defense related, and strigolactone biosynthesis, which together confers drought tolerance in rice.

## Accession numbers

Gene from this article can be found in the National Center for Biotechnology Information (http://www.ncbi.nlm.nih.gov/) under following accession numbers: *OsNAC14* (Os01g0675800), *OsDIP1* (Os02g0669100), *OsRbcS* (Os12g0274700), *OsCIPK33* (Os11g0134300), *OsLEA14/WSI18* (Os01g0705200), *OsRAD51A1* (Os11g0615800), *OsMSH4* (Os07g0486000), *Piz-t* (Os06g0286700), *DR* (Os09g0357400), *RPP13-like protein 3* (Os11g0590700), *OsPAE1* (Os11g0615700), *OsFbox341* (Os07g0158900), *OsCCD8a* (Os01g0566500). The data set can be found at from GEO database with series accession number GSE106150 for RNA-sequencing data (http://www.ncbi.nlm.nih.gov/geo/).

## Author contributions

JSS, NO, PJC, and J-KK designed experiment and JSS, NO, and PJC performed experiments. YSK performed field experiments and analyzed yield components in field conditions. JSS, YDC, and J-KK wrote the manuscript and prepared the figures.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Overexpression of OsNAC14 Improves Drought Tolerance in Rice
**Source:** Front Plant Sci. 2018 Mar 9;9:310. doi: 10.3389/fpls.2018.00310
**Supplement:** Supplementary file 1

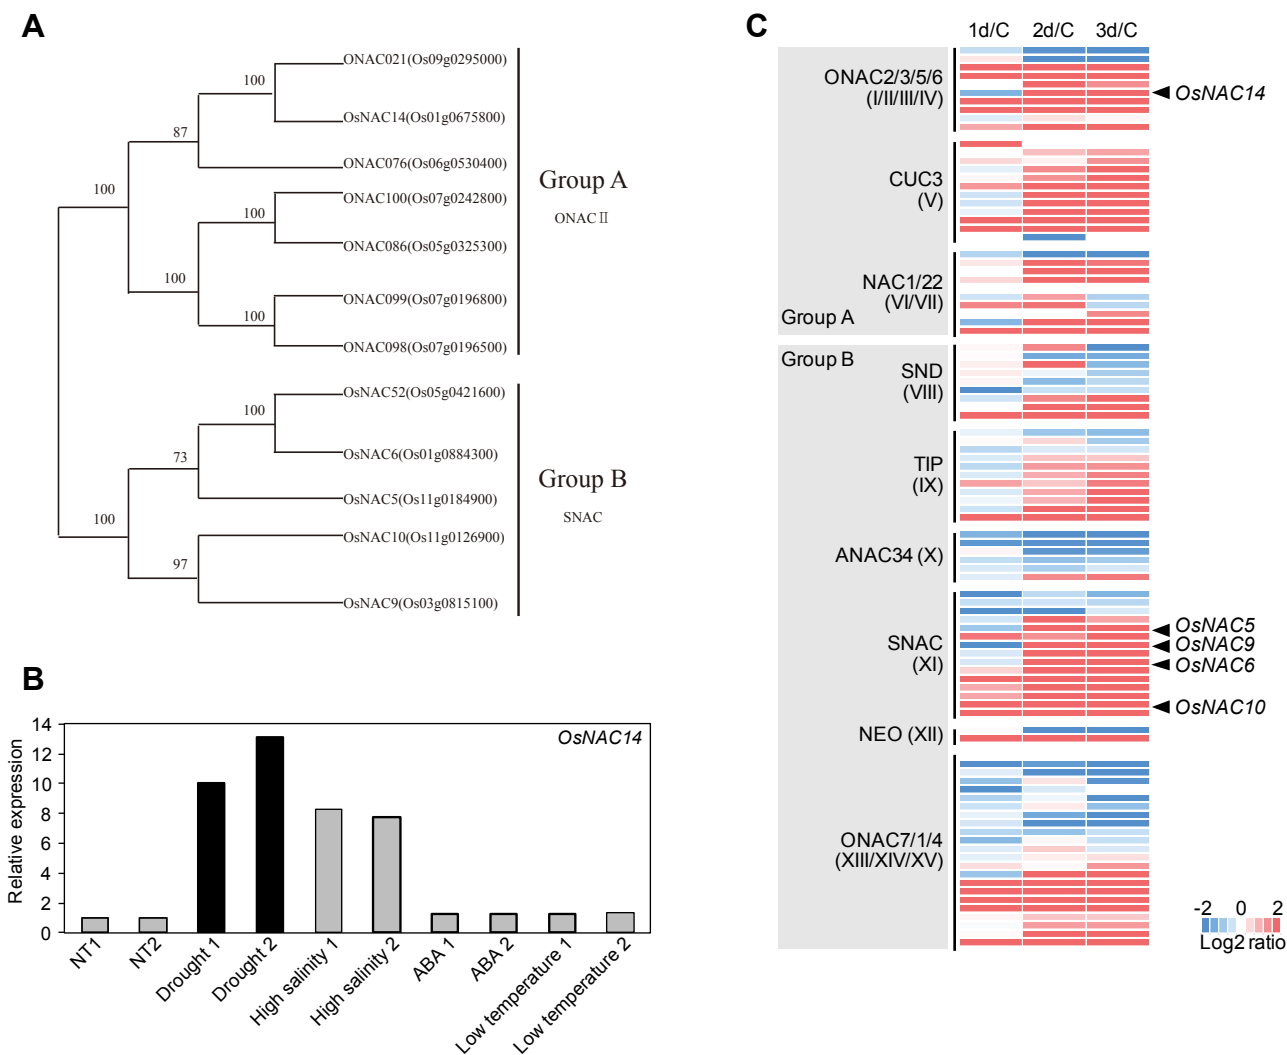

Supplementary Figure S1. Expression pattern of *OsNAC14* under abiotic stress conditions. (A) Phylogenetic analysis of *OsNAC14*. Multiple sequence alignment with 12 full-length *OsNAC* proteins was performed using ClustalW (www.genome.jp/tools/clustalw). The phylogenetic tree was constructed by the neighbor-joining method with 100 bootstrap repetitions. (B-C) The relative expression of *OsNAC14* under abiotic stresses. Expression patterns of *OsNAC14* were isolated from previously reported microarray data (B) (Oh et al., 2009) (Oh et al., 2009) and RNA-sequencing data (C) (Chung et al., 2016). Heatmap represents expression level of *OsNAC* family genes under drought stress. The bar at the bottom of the heat map represents fold change of expression induced by drought treatment.

# Supplementary material for: Overexpression of OsNAC14 Improves Drought Tolerance in Rice
**Source:** Front Plant Sci. 2018 Mar 9;9:310. doi: 10.3389/fpls.2018.00310
**Supplement:** Supplementary file 2

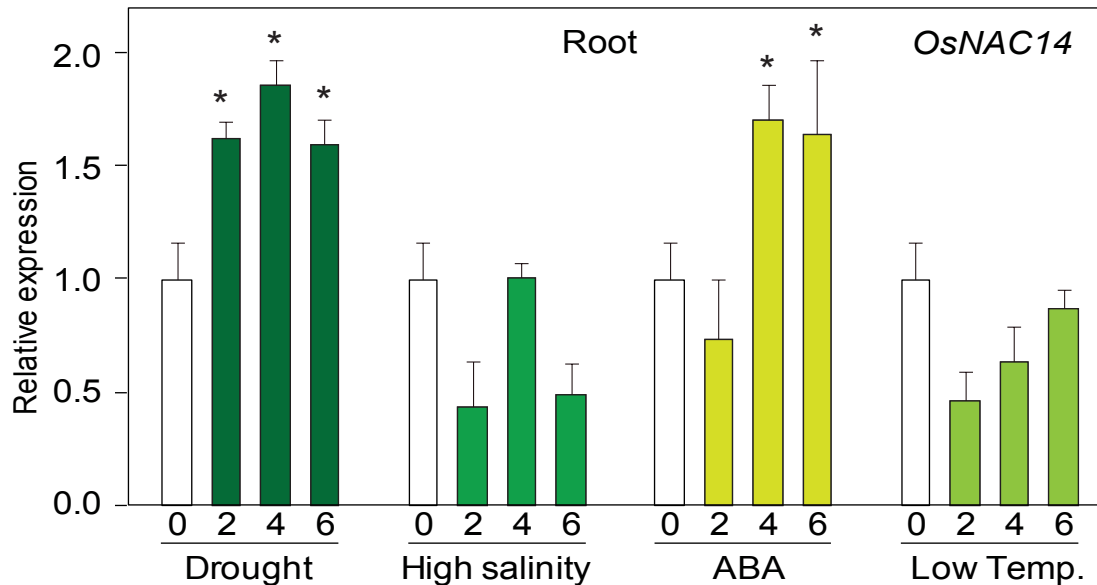

**Supplementary Figure S2. The relative expression patterns of *OsNAC14* in roots in response to four different abiotic stresses.** Two-week-old rice seedlings (*Oryza sativa*. L. Japonica cv. Ilmi) were exposed to air-drying (drought), 400 mM NaCl (high salinity), 100  $\mu$ M abscisic acid (ABA) and 4  $^{\circ}$ C (low-temperature). Roots of rice plants were harvested at indicated time point after treatment. *OsUBIQUITIN1* (*OsUbi1*) was used as internal control for normalization. Data represent mean value + standard deviation (SD) (n=3). Significant differences from non-treated control are indicated by asterisks (one-tailed Student's *t*-test, \* $P$ <0.05).

# Supplementary material for: Overexpression of OsNAC14 Improves Drought Tolerance in Rice
**Source:** Front Plant Sci. 2018 Mar 9;9:310. doi: 10.3389/fpls.2018.00310
**Supplement:** Supplementary file 4

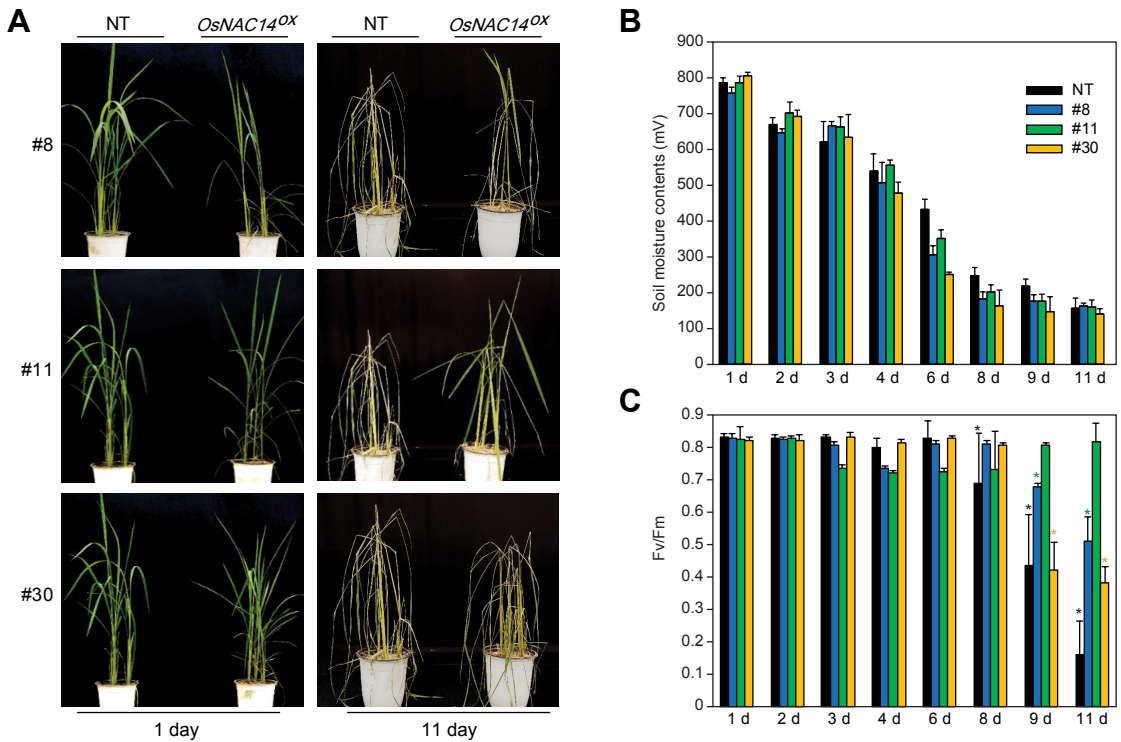

Supplementary Figure S4. Change of chlorophyll fluorescence (Fv/Fm) contents in drought conditions. (A-C) Thirty plants of 5-week-old non-transgenic (NT) and three independent homozygous *OsNAC14^{ox}* lines were exposed to drought stress by withholding water. (A) The phenotype of NT and *OsNAC14^{ox}* transgenic plants 11 days after drought treatment. (B) Measurement of soil moisture contents (mV). Each measurement was performed at different points of soil. Data represent mean +SD (n=30) (C) Chlorophyll fluorescence (Fv/Fm) contents in drought conditions. Chlorophyll fluorescence was measured in the dark at indicated time point using a Pulse Amplitude Modulation (PAM) fluorometer. Data represent mean value + SD (n=20). Significant differences from non-treated control are indicated by asterisks (one-tailed Student's *t*-test, *P<0.01).

# Supplementary material for: Overexpression of OsNAC14 Improves Drought Tolerance in Rice
**Source:** Front Plant Sci. 2018 Mar 9;9:310. doi: 10.3389/fpls.2018.00310
**Supplement:** Supplementary file 5

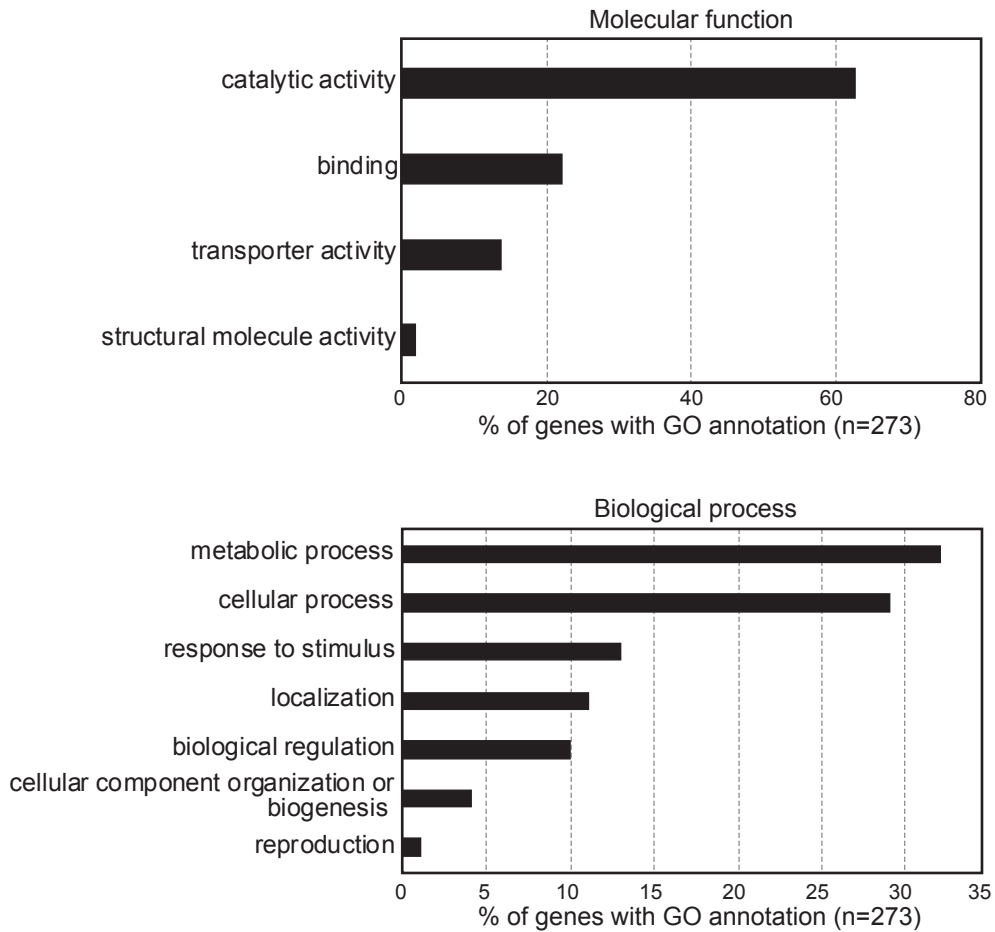

Supplementary Figure S5. Gene Ontology (GO) analysis of differentially expressed genes (DEGs) in *OsNAC14^{ox}* plants. GO analysis of the selected 273 DEGs was performed using PANTHER Classification 26 System (<http://pantherdb.org>). DEGs were classified into categories corresponding to molecular function and biological process.

# Supplementary material for: Overexpression of OsNAC14 Improves Drought Tolerance in Rice
**Source:** Front Plant Sci. 2018 Mar 9;9:310. doi: 10.3389/fpls.2018.00310
**Supplement:** Supplementary file 6

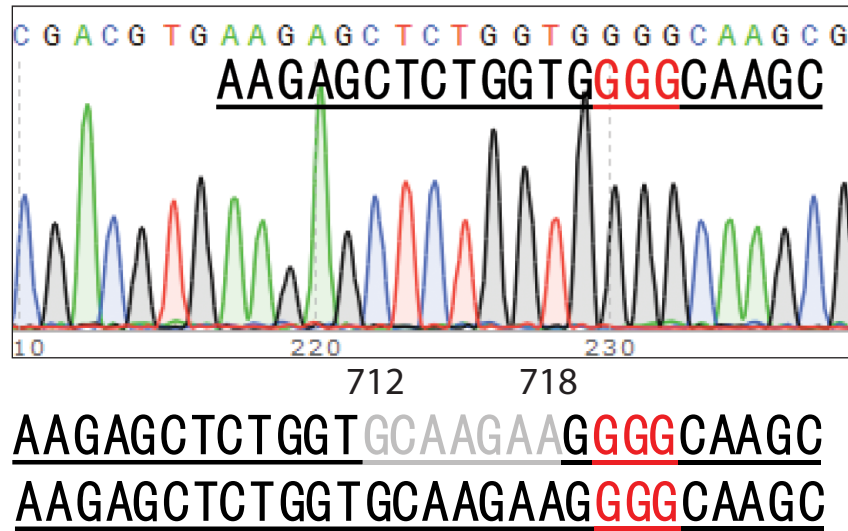

Supplementary Figure S6. Characterization of *osnac14* deletion mutant plants generated through *CRISPR/Cas9* system. 2-week-old non-transgenic (NT) and *osnac14* mutant plants were harvested and used for genomic DNA extraction. 7 nucleotides (712-718bp) in OsNAC14 were deleted in *osnac14* mutants. Grey: position of deletion, Red: position of PAM site.

How the deposited data were processed for this re-analysis (not part of the article)

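RNA-sequencing of leaves from 2 NT and 2 *OsNAC14* OX samples, all of the series, was analyzed. The paper describes the plants as 2 weeks old and the transgenic plants as line 11. The authors trimmed single-end reads, removed those with a quality below Q20, and mapped the rest with TopHat to IRGSP-1.0 with the RAP-DB annotation; the tool that made the FPKM is not named in the paper's text. The authors deposited FPKM, which are scaled for transcript length and for the number of mapped reads, for 37972 transcripts of 31414 genes, with 0 transcripts listed at exactly 0 in any of the 4 libraries. The authors made log2 values from them as log2(FPKM + 1) and brought all libraries of their table to the same distribution (quantile normalization). Their table also holds 4 columns of values for libraries outside the series, which took part in that normalization and were not analysed here. The authors' score is a signed linear fold, made from the difference of the group means of the normalized values and written as minus its inverse where it is below 1. The deposited p-value columns hold the p of the authors' independent T-test and its Benjamini-Hochberg adjustment. Deposited tables of KEGG maps and of a functional annotation chart for the authors' selected transcripts were read for their numbers of genes and their p-values.

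The normalized log2 values were compared between *OsNAC14* OX and NT with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of the variance on the mean, two-sided), for 30251 transcripts of 25760 genes with an FPKM of at least 1 in at least 2 of the 4 libraries. P-values were adjusted with the Benjamini-Hochberg method over these transcripts, and a call needed an adjusted p under 0.05 and a fold of at least 2. A gene was counted as called when at least 1 of its transcripts was. Summaries were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. No model of counts was fitted, since FPKM are not counts, and the depth of each library is unknown, so no interval from counting error is given.

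The 29 gene lists were matched on the deposited descriptions or on gene IDs. Some patterns also match unrelated words (thionin within methionine), which was noticed after the results had been seen; the lists were left as they were and the accidental members counted. Members were counted as higher, lower or not called, and the count was repeated with p adjusted over the list alone. Each list of at least 3 measured genes was also tested with camera at a preset correlation of 0.01 and with an estimated correlation, on the transcript with the highest mean FPKM of each gene, and p-values were adjusted over the lists. Numbers of adjacent called genes were compared with 10000 random draws of as many genes (one-sided permutation test, seed 7), and calls per chromosome with Fisher's exact test, which was repeated later with called genes at most 5 tested genes apart counted once. The test of adjacent genes was chosen after Table S1 had been read, in which several genes have close locus numbers.

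The genes named in the text are those of Table 2, other genes that the paper names, the 10 transcripts with the largest increase and the 10 with the largest decrease among those called, and for each list up to 4 called members with the largest change or, without a call, up to 2 with the smallest p. The values of Tables 2 and S1 had been seen when this rule was written. Gene names come from the paper and descriptions from the deposited table; *OsNAC5*, *OsNAC6*, *OsNAC9* and *OsNAC10* were looked up by the IDs Os11g0184900, Os01g0884300, Os03g0815100 and Os11g0126900, which the paper does not pair with these names. The result of 1 gene of Table 2 is not reported on its own. The reference table of gene names holds 1 gene with an ID of this form, and no name was taken from it.

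The test was tried on simulated values for the 30251 transcripts of the comparison of *OsNAC14* OX with NT, with 200 transcripts changed. It called 74.6% of those changed by 1.5 on the log2 scale, 98.5% of those changed by 2 and 95.5% of those changed by 4, and 15 unchanged transcripts. With no change made, it called 0. The values were drawn independently from normal distributions, with the variance that limma had estimated for each transcript. They lack the differences between replicates that many genes shared in the real libraries, so these rates may not hold for the real data. The alternatives tried were no quantile normalization, pseudocounts of 0.1 and 0.5, no filter on FPKM and an FPKM of at least 5, FPKM summed per gene, a variance without trend, the replicate number as a block, each library left out in turn, an adjusted p with no fold threshold, and an unadjusted p with the fold. For adjacent genes, pairs with the same description were left out, pairs within 5 tested genes were counted, and, as an alternative added later, overlapping pairs were left out.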

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

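The tests of overlapping genes, shared descriptions, direction of neighbors and calls per chromosome in this part were chosen or their outcomes set out only after the results had been seen.

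Called genes lay side by side on the chromosomes, mostly genes that the paper does not discuss. Among them are, however, *OsCIPK33*, *Xa39*, the *RPP13-like protein* gene Os11g0590700, *OsPAE1* and *OsiWAK1*, which the paper lists as up-regulated. *Xa39* and Os11g0590700 are neighbors of each other, and both were higher. *OsPAE1* and *OsiWAK1* were higher between neighbors that were lower. A lower neighbor of *OsPAE1*, Os11g0615750, overlaps it in position, and whether reads were shared between these genes was not tested. There were 27 pairs of adjacent tested genes in which both were called, against a mean of 1.008 and a highest value of 6 in 10000 random draws (one-sided permutation test, p = 0.0001, the smallest that these draws can give). Reads shared between overlapping genes do not account for the whole, since 21 pairs remained without the 6 overlapping ones. Without the 5 pairs that share a description, 22 remained. Both counts are above the highest random value of 6. Neighboring copies of one gene can have descriptions in different words, so the count of 22 cannot tell whether such copies account for the rest. Activation of whole regions in one direction does not account for the 10 of the 27 pairs that ran in opposite directions (13.5 on average when directions were shuffled, two-sided permutation test, p = 0.25). Chromosome segments that differ between the NT plants and the *OsNAC14* OX line may contribute, also for the up-regulated genes named above. With the libraries of this series, such segments cannot be told apart from the overexpression itself. The paper names only 1 line for these libraries, and the deposited column names do not give it. Whether the deposited values of libraries outside the series could help was not examined. With called genes at most 5 tested genes apart counted once, 4 of 12 chromosomes differed from the rest (Fisher's exact test, Benjamini-Hochberg adjusted).

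Chromosomes 4, 7, 11 and 12 held 108 of the 162 called genes, where 43.9 would be expected from the genes tested. Since neighboring calls are not independent, the calls were also merged into 111 groups. Chromosomes 11 and 12 then held 18 and 16 groups against 6.00 and 6.06 expected (adjusted p = 0.000329 and 0.00138, Fisher's exact test), and chromosomes 2 and 3 held 2 and 5 against 13 and 14.6 (adjusted p = 0.00138 and 0.0133); chromosomes 4, 6 and 7, which also differed when single genes were counted, did not pass. The number of adjacent called pairs was 4 without *OsNAC14* OX replicate 1 and 123 without *OsNAC14* OX replicate 2, each above every random draw, and 0 without NT replicate 1 and 0 without NT replicate 2, where limma called no transcript (939 and 480 had an unadjusted p under 0.05 with a fold of 2).

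Of the transcripts called higher, 62 belong to genes outside Table 2. Among the 10 largest increases, 6 transcripts belong to such genes and were far above the NT level of the same transcript. Their mean FPKM in *OsNAC14* OX was 70.0 for Os03t0299700-01, 102.5 for Os07t0511400-01, 26.98 for Os07t0153150-02, 25.8 for Os07t0153150-01, 17.6 for Os07t0248800-01 and 25.9 for Os12t0264500-01, whose gene was not called on its summed FPKM.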

How the results depend on the processing

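Leaving out overlapping pairs was chosen after the data were seen; the other alternatives were planned. Counts of called transcripts and genes stayed within 1.5 times their value without quantile normalization, with pseudocounts of 0.1 or 0.5, with FPKM summed per gene, with a variance without trend and with no fold threshold; 163 of 169 calls without quantile normalization were among the 168 transcripts called. With 4 libraries the count rests on which of them estimate the variance, and a library left alone in its group is assumed to vary like the other group.

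With no filter on FPKM, more transcripts were tested, and 109 transcripts, 104 genes, 13 list members and 11 neighboring pairs were called. At an FPKM of at least 5, 107 genes were called. With the unadjusted p and the fold, 469 transcripts, 447 genes, 24 Table 2 genes, 74 list members and 93 neighboring pairs passed, as the threshold is less strict. Within 5 tested genes, 68 pairs of called genes were found. With the authors' adjusted p, 0 of the 273 transcripts that pass the study's own criteria remained, the smallest being 0.122; 1601 transcripts had an unadjusted p under 0.05 in the authors' deposited table.

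With the replicate number as a block, limma called 0 transcripts, 0 genes, 0 Table 2 genes, 0 list members and 0 neighboring pairs (514 transcripts had an unadjusted p under 0.05 with the fold), and *OsNAC14* had a log2 fold change of 1.99 with an adjusted p of 0.110. The deviations of the replicates from their group means correlated across transcripts by 0.0037 for pairs of the same number. With 2 libraries per group, the value for the other pairing is its negative by construction. The deviations thus gave no sign of an effect shared by libraries of the same number. This cannot exclude that such libraries were grown or prepared together.

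With 1 library left out at a time, called transcripts ranged from 0 to 772, genes from 0 to 750, Table 2 genes from 0 to 15, list members from 0 to 120 and neighboring pairs from 0 to 123; the lowest value was without either NT replicate (limma; 939 and 480 transcripts with an unadjusted p under 0.05 and the fold) and the highest without *OsNAC14* OX replicate 2. The log2 fold change of *OsNAC14* ranged from 1.93 to 2.05. Among genes that were not called, *OsDip1* ranged from -0.28 to 1.60, *OsNAC6* from -0.25 to 0.54, *OsNAC9* from -1.84 to 1.43 and *OsNAC10* from -0.47 to 0.10. On the summed FPKM, Os12t0264500-01 went from 4.69 to -0.0098 for its gene, since its other transcript Os12t0264500-02 had 81.6 and 88.8 FPKM in *OsNAC14* OX and 119.3 and 116.3 in NT (log2 fold change -0.40, adjusted p = 0.343); the cause was not tested.

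For the other named transcripts and list tests, leaving out 1 library kept the side of the threshold in 136 values, lost the call in 91 and gained it in 5; the remaining alternatives kept it in 497 values, lost it in 57 and gained it in 19.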

Differences from the paper's values

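The paper reports 122 up-regulated genes, its unit being transcripts in the table, against 76 higher transcripts here. The paper's thresholds are a fold of 2 and an unadjusted p, whereas an adjusted p was used here. Of the alternatives set before the data were examined, only the variance without trend (84) came within 1.5 times the paper's number. The others did not: with the paper's thresholds in limma the number was 184, with FPKM summed per gene 81, and without *OsNAC14* OX replicate 2 it was 510. The paper reports 151 down-regulated genes, against 92 lower transcripts here. FPKM summed per gene (106) and the variance without trend (107) came within 1.5 times the paper's number, and the other alternatives did not, among them the unadjusted p with the fold (285). The authors' deposited table gives the paper's 122 and 151 at its own fold and p.

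The paper's methods state that 554 transcripts were selected at these thresholds, against 168 called here. The unadjusted p with the fold (469) and the setting without *OsNAC14* OX replicate 2 (772) came within 1.5 times of it, and the other alternatives did not. The authors' deposited table holds 273 transcripts at those thresholds. The paper calls 37972 genes differentially expressed, which is the number of all transcripts in the table.

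All 24 folds of Table 2 equaled the values here at 1 decimal on the authors' own log2(FPKM + 1) values. They depend on that scale: 11 of the 24 differed by more than 1.5 times with a pseudocount of 0.1 and 5 with one of 0.5, among them *Xa39* (315.5 with 0.1, against 33.7 in the paper) and *OsOSC11* (181.0 against 30.7). On FPKM summed per gene 2 differed, *OsPAE1* (2.29 against 16.0) and *OsOSC11* (3.45 against 30.7). The paper lists the genes of Table 2 as up-regulated, and 12 of the 24 were called here and all 24 were in that direction. Those not called include *OsERF101*, *OsWRKY50*, *OsLEA14/WSI18*, *HSR201*, *OsRLCK66*, *Disease resistance protein*, *Oscyp71Z2*, *OsCCD8a*, *OsTPS10*, *ILL8* and *OsAGP29*. With the unadjusted p and the fold, all 12 passed. For *Disease resistance protein*, the paper also reports qRT-PCR with higher levels in *OsNAC14* OX and lower levels in *osnac14* mutant plants. FPKM summed per gene called *HSR201*, *Disease resistance protein* and *OsTPS10*, the variance without trend called *HSR201* and *Disease resistance protein*, an FPKM of at least 5 called *OsTPS10*, and the setting without *OsNAC14* OX replicate 2 called *OsLEA14/WSI18*, *Oscyp71Z2* and *OsTPS10*. No setting other than the unadjusted p called *OsCCD8a*; adjusted over the 24 genes of Table 2 alone, which the study chose on these libraries, it passed.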

Other observations

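The tests of the labels and of the normalization in this part were chosen only after the difference between the replicates had been seen.

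Genes that the paper uses for other experiments were measured in these leaves without drought treatment. *OsRbcS* (Os12t0274700-02), the small subunit of Rubisco, had 2868 and 2794 FPKM in *OsNAC14* OX and 1494 and 1486 in NT (log2 fold change 0.88, standard error 0.10, adjusted p = 0.101 from limma). *OsUbi1*, the internal control of the paper's qRT-PCR, had 473 and 517 FPKM against 419 and 356 (log2 fold change 0.43, adjusted p = 0.398). Of the SNAC genes, *OsNAC5* (Os11t0184900-02) had 9.35 and 13.3 FPKM in *OsNAC14* OX and 29.1 and 27.3 in NT, a log2 fold change of -1.23 that did not pass over all transcripts (adjusted p = 0.183). Nicotianamine synthase genes, which act in iron uptake, were lower in both *OsNAC14* OX libraries without passing: Os03t0307200-01 at 24.7 and 40.3 FPKM against 144 and 160 (adjusted p = 0.116) and Os03t0307300-01 at 26.0 and 42.0 against 134 and 147 (adjusted p = 0.130).

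Calls for single transcripts were checked on the summed FPKM of each gene. Of 162 called genes, 149 were also called on the sum. All 128 genes with 1 transcript in the table were, and of the 34 genes with more than 1 transcript 21 were and 13 were not. In 8 of these 13 genes the summed change had an unadjusted p under 0.05, and in 5 it did not, among them Os12g0264500 (log2 fold change -0.01, standard error 0.08).

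The *OsNAC14* OX replicates differed in the drought and ABA marker genes, and not in these alone. Against random lists of like expression, the markers were at percentile 100 for the difference of replicate 1 from replicate 2 (10 of 10 higher, median 0.88 on the log2 scale), WRKY genes at 100 (44 of 68, median 0.22) and LEA and dehydrin genes at 99.98 (14 of 18, median 0.29), while cytochrome P450 genes were at 0 (45 of 147, median -0.18), aquaporin genes at 0.01 (2 of 13, median -0.39), dividing-cell genes at 0.23 (21 of 97, median -0.13), proteasome genes at 0.35 (7 of 53, median -0.16) and root genes at 0.51 (7 of 29, median -0.19). Heat shock genes were at 96.2 with a median of -0.04 (53 of 146 higher) and ROS detoxification genes at 5.04 with a median of -0.10 (69 of 179 higher). The NT replicates also had lists at the ends, with NLR genes at percentile 100 (median 0.08) and pathogenesis-related genes at 0 (median -0.06), so such a percentile is not particular to *OsNAC14* OX. A swapped label between the groups is argued against, since *OsNAC14* had 16.4 FPKM in *OsNAC14* OX replicate 1 against 3.16 and 3.70 in NT. The authors' quantile normalization is argued against as well, since the median difference of the marker genes was 0.80 without it. No biological explanation was tested. The labels give these replicates different numbers, whose meaning is not given in the sources used here.

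With 2 libraries per group there are too few other splits of the 4 libraries for a share under 0.05. The real split gave 168 calls in limma and the other splits gave 0 and 0 (469 against 81 and 77 transcripts at an unadjusted p under 0.05 with the fold). The other splits mix NT and *OsNAC14* OX libraries in both groups. Any real difference between NT and *OsNAC14* OX then widens the spread within the groups and lowers the number of calls. These counts are therefore no measure of how many of the 168 calls could arise without a difference.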
